# Determining epigenetic memory in kidney proximal tubule cell derived induced pluripotent stem cells using a quadruple transgenic reprogrammable mouse

**DOI:** 10.1038/s41598-022-24581-z

**Published:** 2022-11-25

**Authors:** Gabriel Khelifi, Theresa Chow, Jennifer Whiteley, Victoire Fort, Benjamin D. Humphreys, Samer M.I. Hussein, Ian M. Rogers

**Keywords:** Cell biology, Computational biology and bioinformatics, Developmental biology, Stem cells

## Abstract

The majority of nucleated somatic cells can be reprogrammed to induced pluripotent stem cells (iPSCs). The process of reprogramming involves epigenetic remodelling to turn on pluripotency-associated genes and turn off lineage-specific genes. Some evidence shows that iPSCs retain epigenetic marks of their cell of origin and this “epigenetic memory” influences their differentiation potential, with a preference towards their cell of origin. Here, we reprogrammed proximal tubule cells (PTC) and tail tip fibroblasts (TTF), from a reprogrammable mouse to iPSCs and differentiated the iPSCs to renal progenitors to understand if epigenetic memory plays a role in renal differentiation. This model allowed us to eliminate experimental variability due to donor genetic differences and transfection of the reprogramming factors such as copy number and integration site. In this study we demonstrated that early passage PTC iPSCs and TTF iPSCs expressed low levels of renal progenitor genes and high levels of pluripotency-associated genes, and the transcriptional levels of these genes were not significantly different between PTC iPSCs and TTF iPSCs. We used ChIP-seq of H3K4me3, H3K27me3, H3K36me3 and global DNA methylation profiles of PTC iPSCs and TTF iPSCs to demonstrate that global epigenetic marks were not different between the cells from the two different sets of tissue samples. There were also no epigenetic differences observed when kidney developmental genes and pluripotency-associated genes were closely examined. We did observe that during differentiation to renal progenitor cells the PTC iPSC-derived renal cells expressed higher levels of three renal progenitor genes compared to progenitors derived from TTF iPSCs but the underlying DNA methylation and histone methylation patterns did not suggest an epigenetic memory basis for this.

## Introduction

Somatic cell reprogramming as described by Takahashi and Yamanaka in 2006 has opened up whole new areas of research into the genetic and epigenetic regulation of embryo development, stem cell differentiation, direct reprogramming, transdifferentiation and regenerative medicine^1^. Despite the many publications on reprogramming we still do not have a complete understanding of this process and still lack sufficient control over the finer details of reprogramming^2–4^. Experimental evidence indicates that cell of origin and donor differences could impact the differentiation capabilities of the final induced pluripotent stem cell (iPSC) line.

Intensive epigenetic remodelling occurs during cellular reprogramming of somatic cells to iPSCs to allow endogenous pluripotency-associated genes to turn on and mature genes to turn off. Studies have demonstrated that cell of origin epigenetic signatures can persist and influence the differentiation propensity of the iPSCs.

The first studies demonstrating epigenetic memory were published in 2010. Since then multiple labs have demonstrated that early passage iPSCs (p < 20) have been shown to have an epigenetic signature that resembles their cell of origin^5–8^. For instance, Kim and colleagues demonstrated that blood derived iPSCs have a DNA methylation pattern more similar to blood cells and a higher propensity to differentiate and form blood colonies than fibroblast derived iPSCs^6^. Bar-Nur and colleagues showed that iPSCs derived from pancreatic beta cells could differentiate into insulin-secreting cells more easily than embryonic stem cells (ESCs) or iPSCs derived from non-beta pancreatic cells^5^.

Kidney disease affects millions of people worldwide and is a good candidate for iPSC-based therapies, as dialysis provides time to develop a personalized cell therapy strategy. Renal cells can easily be collected from the urine and reprogrammed into iPSCs using clinically relevant reprogramming vectors^9^. Despite the affinity of renal disease to be treated with iPSC-based therapies there are no studies investigating epigenetic memory of renal cells.

Epigenetic changes caused by chemical modifications to the chromatin, such as methylation and acetylation, as opposed to changes to the genomic sequence are considered the basis for a greater potential of an iPSC line to differentiate back to its cell of origin. DNA methylation status affects chromatin condensation, with highly methylated DNA near the transcription start site (TSS) being indicative of inactive genes^10^. On the other hand, the effect of histone modifications on gene expression is combinatorial and site specific. Histone H3 lysine 4 trimethylation (H3K4me3) marks transcriptionally active genes while Histone H3 lysine 27 trimethylation (H3K27me3) and Histone H3 lysine 9 dimethylation (H3K9me2) mark transcriptionally repressed genes^11,12^. Bivalent chromatin poised for activation is marked with both H3K4me3 and H3K27me3^13,14^. Histone H3 lysine 36 trimethylation (H3K36me3) coincides with H3K4me3 and marks transcriptionally active genomic regions with a role in transcription extension^15,16^.

Given the importance of epigenetic memory on differentiation capacity, we sought to investigate the possible influence of epigenetic memory on the differentiation of renal cell derived iPSCs to renal progenitors. In this report we focused on the impact cell of origin epigenetics has on the reprogramming and differentiation capacity of iPSC lines derived from renal proximal tubule cells. We hypothesized that proximal tubule cell iPSCs (PTC iPSCs) would retain epigenetic and transcriptional memory of their cell of origin and this memory would allow them to differentiate to renal progenitors more readily than tail tip fibroblast iPSCs (TTF iPSC). To test this hypothesis, we made PTC iPSCs and TTF iPSCs from a novel reprogrammable mouse.

To eliminate confounding factors attributed to the donor genome and reprogramming procedure, we produced a quadruple transgenic mouse to unequivocally test the effect of epigenetic memory.

The reprogrammable mouse cells all possess the same copy of the reprogramming transgenes, integrated in the same genomic location. The quadruple transgenic mouse also contains a kidney specific Cre-reporter that allowed us to isolate kidney proximal tubule cells with certainty due to a GFP/tdTomato reporter system under the control of the PTC specific gene SCL34a1 promoter. It is important to pre-mark proximal tubule cells before isolation and in vitro culture because the PTC will lose surface proteins during culture making them more difficult to identify. This strategy also eliminates the chances of reprogramming a mesangial cell or endothelial cell. Comparatively, tail tip fibroblasts can be cultured in vitro in appropriate media for up to 10 passages without change to their identity, thus pre-isolation tagging is not required. Overall, this quadruple transgenic mouse model with a ‘controlled reprogrammable system’ allowed us to determine if renal cell-specific epigenetic marks were retained during reprogramming and influenced the efficacy of differentiation in a cell of origin-specific manner.

We demonstrated, using reverse-transcription quantitative polymerase chain reaction (RT-qPCR) that the expression of renal progenitor genes was low and not significantly different between undifferentiated PTC iPSCs and TTF iPSCs indicating complete reprogramming and no residual cell of origin expression. ChIP-seq and long read DNA-methylation sequencing demonstrated that early passage (p < 10) PTC iPSC and TTF iPSCs had similar global DNA methylation and histone methylation patterns indicating an equivalence in reprogramming. Extensive examination of the global epigenetic status of sets of genes linked to differentiation to specific organs and tissue including kidney revealed no differences between PTC-iPSCs and TTF-iPSCs, Despite the lack of epigenetic memory we did observe higher gene expression for three renal genes during differentiation of the PTC iPSCs compared to the TTF iPSCs. However, we could not link this finding to any epigenetic memory retained from the cell of origin. Our results suggest that early passage PTC iPSCs do not exhibit epigenetic memory as defined by unique histone methylation or DNA methylation at kidney-associated genes.

## Materials and methods

### Ethics statement

Experiments, using only mouse cells, were carried out at the Lunenfeld Tanenbaum Research Institute at Mount Sinai Hospital in Toronto, Canada. Animal use protocol was approved by Lunenfeld Tanenbaum Research Institute at Mount Sinai Hospital in Toronto, Canada.

No other animals or human subjects/tissues were used.

### Breeding and genotyping mice

SLC34a1-GFPCreERt2 (SLC34a1-GCE) mice (courtesy of Dr. Benjamin Humphreys) were re-derived at the Toronto Centre for Phenogenomics (Toronto, ON) and bred with tdTomato mice (B6;129S6-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J) to produce SLC34a1-GCE; tdTomato double transgenic mice^17^. SLC34a1-GCE; tdTomato were then bred with rtTAROSA (neo-in); OKMS-250 mice (courtesy of Dr. Andras Nagy) to generate the SLC34a1-GCE; tdTomato; rtTAROSA (neo-in); OKMS-250 mouse line. In these mice, every cell has doxycycline (DOX)-inducible reprogramming factors (Oct4, Klf4, c-Myc and Sox2) and mature proximal tubule cells (PTC) expressed SLC34a1 and Cre recombinase. As illustrated in Supplementary Fig. 1a, upon tamoxifen treatment the Cre recombinase excises the loxP-flanked neo cassettes on the tdTomato and rtTA-ROSA transgenes, which enables PTC to fluoresce red. GFP from the SLC34a1-GCE construct helps to confirm the cells contain the SLC34a1-GCE construct and the presence of tdTomato after tamoxifen induction confirms the CRE was activated due to the SCL4a1 promoter thus labeling the PTC red (and green).

The SLC34a1-CRE also activates the rtTA in the ROSA locus allowing the activation of the reprogramming factors upon the addition of Doxycycline. The addition of DOX allows PTC to be reprogrammed to induced pluripotent stem cells (iPSCs). For cells that do not express SLC34a1, there is no CRE and the cells cannot be reprogrammed ensuring that only PTC are reprogrammed (Supplementary Fig. 1b,c).

We tested the rtTAROSA (neo-in); OKMS-250 mouse cells prior to breeding with the SLC34a1-GCE; tdTomato mice to determine if mCherry expression was leaky and could interfere with isolating tdTomato red cells later on. We were able to demonstrate that without the addition of DOX the mCherry remains off. rtTAROSA (neo-in); OKMS-250 mouse cells were treated with 1.5 µg/ml Dox and mCherry is visible by fluorescent microscopy. Cells were also tested by flow cytometry. Dox+ cells, Dox− cells and wild type cells were analyzed (Supplementary Fig. 1d–g).

In order to induce reprogramming in the tail tip fibroblasts from the quadruple transgenic mice, exogenous Cre recombinase was introduced to remove the loxP-flanked neo cassettes to facilitate iPSC reprogramming. Pups were weaned and genotyped at 3 weeks old. Ear clips were digested in 100 µl of 0.05 M NaOH for 10 min at 98 °C, and the solution was neutralized with 10 µl of 1 M TRIS, pH 8.0. Genomic DNA was then diluted with 100 µl of molecular grade sterile water. One microliter of DNA sample was used in PCR. PCR conditions for ROSA rtTA primers: 94 °C for 3 min followed by 29 cycles of 94 °C for 30 s, 56 °C for 30 s, 72 °C for 30 s, and a final extension at 72 °C for 5 min. PCR conditions for SLC34a1, tdTomato, and OKMS-250 primers: 94 °C for 3 min followed by 30 s cycles of 94 °C for 30 s, 60 °C for 30 s, 72 °C for 30 s, and a final extension at 72 °C for 5 min. Only heterozygous mice positive for all four transgenes were used for experiments. Genotyping primers: SLC34a1 Cre (F: TTGCCTGCATTACCGGTCGATGCAACGAGT, R: CCTGGTCGAAATCAGTGCGTTCGAACGCTA), SLC34a1 WT (F: ACAAAACCCTACTGGGTGGA, R: CTCGCTGTAGGACATCAT), tdTomato mutant (F: CTGTTCCTGTACGGCATGG, R: GGCATTAAAGCAGCGTATCC), tdTomato WT (F: AAGGGAGCTGCAGTGGAGTA, R: CCGAAAATCTGTGGGAAGTC), ROSA rtTA mutant (F: AAAGTCGCTCTGAGTTGTTAT, R: GCGAAGAGTTTGTCCTCAACC), ROSA rtTA WT (F: AAAGTCGCTCTGAGTTGTTAT, R: GGAGCGGGAGAAATGGATATG), OKMS-250 mutant (F: GTGCCAAAGTTGTTCTGACTG, R: AGGGGGCAATCCATTTTCTTT), OKMS-250 WT (F: TCGTACCCTCATTCCCTCTG, R: AGGGGGCAATCCATTTTCTTT).

### Tamoxifen treatment

To induce Cre-mediated recombination in proximal tubule cells, 6-week-old SLC34a1-GCE; tdTomato; rtTAROSA (neo-in); OKMS-250 mice were fed tamoxifen food pellets (Envigo, TD.130858) for 2 weeks. Mice were euthanized at 8–10 weeks using CO_2_, and kidneys and tail tip were collected from the mice.

### Isolating and reprogramming proximal tubule cells (PTC) to induced pluripotent stem cells

Kidney proximal tubules were isolated and cultured as previously described^18^. Briefly, the kidney cortex was excised and minced into 1–3 mm^3^ pieces. The cortex pieces were then digested in 0.5 mg/ml collagenase (Sigma, P9891) for 30 min at 37 °C. During digestion, the cortex pieces were gently agitated every 10 min by pipetting up and down. After 30 min, fetal bovine serum (FBS) was added to stop the digestion. The digested tissue was then passed through a 70 µm cell strainer to filter out the glomeruli, and centrifuged at 400*g*, 10 °C for 5 min to pellet the tubules. Finally, tubules were cultured in DMEM/F12 supplemented with 10 µg/ml insulin, 5.5 µg/ml transferrin, and 5 µg/l selenium (ITS; Sigma, I-3146), 50 nM hydrocortisone (Sigma, H6909-10ML), and 50 units/ml penicillin and 50 µg/ml streptomycin^18^. Tubule cell outgrowth was observed 7–10 days post isolation.

Once cells grew to confluency, they were dissociated into single cells and tdTomato+/GFP+ cells were sorted for by fluorescence-activated cell sorting (FACS) (MoFlo Astrios EQ Cell Sorter, Beckman Coulter). Sorted tdTomato+/GFP+ cells were then cultured in 15% FBS Complete Media (DMEM containing 15% FBS, 50 units/ml penicillin, 50 µg/ml streptomycin, 2 mM GlutaMAX, 0.1 mM non-essential amino acids (NEAA), 1 mM sodium pyruvate, and 0.1 mM 2-mercaptoethanol) supplemented with 1000 units/ml leukemia inhibiting factor (LIF) and 1.5 µg/ml doxycycline (DOX) to initiate the reprogramming process. Induced pluripotent stem cell colonies appeared as early as 7 days post induction. Clonal lines were picked and expanded. DOX-independent clonal lines were established by gradually removing DOX from culture. DOX was kept on for 14 days then reduced to 1.0, 0.75 and 0.50 µm/ml every 2 days then to zero. Only DOX-independent lines were used for differentiation experiments.

### Isolating and reprogramming tail tip fibroblasts (TTF) to induced pluripotent stem cells

The tail tips of SLC34a1-GCE; tdTomato; rtTAROSA (neo-in); OKMS-250 mice were excised, cleaned with 70% ethanol, and cut into 1–3 mm^3^ pieces. The tail tip pieces were transferred onto plastic tissue culture plates and grown in 15% FBS Complete Media (DMEM containing 15% FBS, 50 units/ml penicillin, 50 µg/ml streptomycin, 2 mM GlutaMAX, 0.1 mM NEAA, 1 mM sodium pyruvate, and 0.1 mM 2-mercaptoethanol). Cell outgrowth appeared approximately 2–3 weeks after initial plating. Tail tip fibroblasts were grown to confluency and dissociated into single cells for electroporation. Non-integrating Cre episomal plasmids were introduced into TTF using the Neon electroporation system (Thermo Fisher) using the following parameters: 1200 mV, 2 ms, 2 pulses. Transfected cells were then cultured in 15% FBS Complete Media supplemented with 1000 units/ml LIF and 1.5 µg/ml doxycycline (DOX) to initiate the reprogramming process. DOX was kept on for 14 days then reduced to 1.0, 0.75 and 0.50 µm/ml every 2 days then to zero. Induced pluripotent stem cell colonies appeared approximately 14 days after transfection. Clonal lines were picked and expanded. Only DOX-independent lines were used for differentiation experiments.

### Immunocytochemistry

Immunocytochemistry was done as previously described^19^. The cell culture medium was removed and cells washed in phosphate buffered saline (PBS). 10% neutral buffered formalin (NBF) was used for 20 min at room temperature (RT) to fix the cells, followed by a second PBS wash containing 0.1% Triton X-100. Blocking of non-specific sites was accomplished by incubating with blocking buffer (PBS containing 0.1% Triton X-100 and 10% FBS) for 30 min at RT followed by the addition of primary antibodies (diluted 1:200) incubated overnight at 4 °C. Following this the cells were washed 4 × 10 min with PBS/0.1% Triton X-100 then the secondary antibodies (diluted 1:500) were added for 30 min in the dark and at RT. Cells were washed 5 × 10 min with PBS containing 0.1% Triton X-100, stained with DAPI and overlaid with PBS containing 50% glycerol, in the dark at 4 °C until imaging. Secondary antibody controls in which only the secondary antibodies were added were performed to confirm the specificity of the secondary antibody. Primary antibodies: Oct4 (Thermo Fisher, PA5-27438), Six2 (ProteinTech, 11562-1-AP), Wt1 (Abcam, AB89901), Pax2 (Biolegend, 901001). Secondary antibodies: anti-rabbit IgG Cy5 and anti-mouse IgG 488.

### Teratoma formation assay

Four PTC iPSC and four TTF iPSC lines were assessed for their ability to form teratoma. Induced pluripotent stem cells were grown under standard conditions until approximately 70–80% confluent. Cells were dissociated into single cells, and 4–8.5 million cells resuspended in Matrigel HC (Corning) were injected into 6–8 week old male NOD/SCID mice (Charles River). Teratomas were collected, fixed in 10% neutral buffered formalin (NBF), dehydrated and embedded in paraffin blocks. Teratoma analysis and interpretation were performed by a trained pathologist at The Centre for Phenogenomics (Toronto, ON).

### Hematoxylin and eosin staining

Paraffin-embedded tissues were sectioned, de-paraffinized, and rehydrated. Slides were stained with hematoxylin for 3 min followed by a 5 min wash with water. Next, slides were stained with eosin for 30 s followed by a series of washes: 95% ethanol for three washes (5 min each), 100% ethanol for three washes (5 min each), and xylene for three washes (15 min each). Slides were then mounted with DPX and cover-slipped.

### Reverse-transcription quantitative polymerase chain reaction (RT-qPCR)

RNA was isolated using the RNeasy Mini Kit (Qiagen), and complementary DNA (cDNA) was synthesized using Superscript II Reverse Transcriptase (Thermo Fisher) and amplified using the SensiFAST SYBR No ROX Kit (Bioline) under the following conditions: 95 °C for 15 s followed by 40 cycles of 95 °C for 5 s, and 60 °C for 30 s. Primers used: Pax2 (F: AAGCCCGGAGTGATTGGTG, R: CAGGCGAACATAGTCGGGTT), Six2 (F: CACCTCCACAAGAATGAAAGCG, R: CTCCGCCTCGATGTAGTGC), Cited1 (F: AACCTTGGAGTGAAGGATCGC, R: GTAGGAGAGCCTATTGGAGATGT), Sall1 (F: CTCAACATTTCCAATCCGACCC, R: GGCATCCTTGCTCTTAGTGGG), Wt1 (F: GAGAGCCAGCCTACCATCC, R: GGGTCCTCGTGTTTGAAGGAA), Hoxb7 (F: AAGTTCGGTTTTCGCTCCAGG, R: ACACCCCGGAGAGGTTCTG), Gata3 (F: CTCGGCCATTCGTACATGGAA, R: GGATACCTCTGCACCGTAGC), Foxd1 (F: CGCTAAGAATCCGCTGGTGAAG, R: GGATCTTGACGAAGCAGTCGTT), Pbx1 (F: CAGCGGGTTCTTCCAGTTCTT, R: CGAGTCCGTCACTGTATCCTC), CD34 (F: AAGGCTGGGTGAAGACCCTTA, R: TGAATGGCCGTTTCTGGAAGT), Jag1 (F: CCTCGGGTCAGTTTGAGCTG, R: CCTTGAGGCACACTTTGAAGTA), Cadherin 6 (F: CAGCCCTACCCAACTTTCTCA, R: GAACGGCTCAGCTCATTCC), Beta actin (F: GGCTGTATTCCCCTCCATCG, R: CCAGTTGGTAACAATGCCATGT), Dnmt3b (F: AGCGGGTATGAGGAGTGCAT, R: GGGAGCATCCTTCGTGTCTG), and Lin28a (F: GGCATCTGTAAGTGGTTCAACG, R: CCCTCCTTGAGGCTTCGGA).

Quantitative PCR data was acquired and analyzed using the Biorad CFX system. Expression data is displayed as the average of four cell lines, three replicates each and with standard deviation. Statistical significance between sample groups was calculated using *t* test and p values < 0.05 were considered significant.

### Differentiating mouse proximal tubule cell induced pluripotent stem cells and tail tip fibroblast induced pluripotent stem cells to renal progenitors

Four doxycycline-independent PTC iPSC lines and four doxycycline-independent TTF iPSC lines were differentiated to renal progenitor cells. Prior to differentiation, PTC iPSC and TTF iPSC were maintained on mitomycin C-treated mouse embryonic fibroblasts (MEF) and cultured in standard mouse embryonic stem cell media composed of DMEM supplemented with 15% FBS, 50 units/ml penicillin, 50 µg/ml streptomycin, 2 mM GlutaMAX, 0.1 mM non-essential amino acids (NEAA), 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol and 100 units/ml leukemia inhibiting factor (LIF). For differentiation, PTC iPSC and TTF iPSC were dissociated into single cells using TrypLE (Invitrogen) and seeded on gelatin-coated tissue culture plates at a cell density of 25,000 cells/cm^2^. Cells were cultured in a series of induction media: Priming, Mesoderm, Intermediate Mesoderm, and Progenitor Induction media for two, two, two and 15 days, respectively^19^. Priming media: DMEM/F12 supplemented with 1 × N2 supplement, 1 × B27 supplement, 0.1 mM NEAA, 2 mM GlutaMAX, 50 units/ml penicillin, 50 µg/ml streptomycin, 12 ng/ml Fgf2, and 20 ng/ml Activin A. Mesoderm induction media: DMEM/F12 supplemented with 4% knockout serum replacement (KSR), 0.1 mM NEAA, 2 mM GlutaMAX, 50 units/ml penicillin, 50 µg/ml streptomycin, 1 mM sodium pyruvate, 0.015% w/v sodium bicarbonate, 0.1 mM 2-mercaptoethanol, 30 ng/ml Bmp4, 10 ng/ml Activin A, and 12 ng/ml Fgf2. Intermediate mesoderm induction was modified from Sambi and colleagues: DMEM/F12 supplemented with 4% KSR, 50 units/ml penicillin, 50 µg/ml streptomycin, 10 µM Y27632, 100 nM Retinoic acid, and 30 ng/ml Activin A^20^. Progenitor induction media was adapted from Kang and colleagues: RPMI-1640 supplemented with 1 × B27 supplement, 2 mM GlutaMAX, 50 units/ml penicillin, 50 µg/ml streptomycin, 150 ng/ml Bmp7, and 50 ng/ml Fgf2^21^. Only passage three to eight iPSCs were used for differentiation.

### Chromatin immunoprecipitation and sequencing (ChIP-seq)

Chromatin immunoprecipitation was performed on two PTC iPSC lines and two TTF iPSC lines (all in duplicates) following the protocol outlined in the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling Technologies, 9003). Briefly, 30–60 million cells were fixed in 1% methanol-free formaldehyde (Thermo Fisher, 28906) at room temperature (RT) for 10 min. Glycine was added to the fixed cells at a final concentration of 0.125 M for 5 min at RT. Cells were centrifuged at 500*g*, 4 °C, 5 min, and washed twice with ice cold phosphate buffered saline (PBS). Chromatin was digested with micrococcal nuclease at a concentration of 0.1 µl/million cells for 30 min at 37 °C. Cells were then sonicated using the Sonics VibraCell (VCX130) with 3 mm probe at 40% amplitude and 5 sets of 20 s pulses. Approximately 10 µg of digested, cross-linked chromatin was incubated with 10 µg of anti-H3K4me3 (Abcam, AB8580, lot #GR3175719-3), anti-H3K27me3 (Millipore, 07-449, lot #3018864), or anti-H3K36me3 (Abcam, AB9050, lot #GR3210077-1) antibody overnight at 4 °C. ChIP-grade protein G magnetic beads were added to each immunoprecipitation reaction and incubated for 2 h at 4 °C. Magnetic beads were pelleted using a magnetic separation rack (Cell Signaling Technologies, 7017) and washed in a sequence of low salt and high salt washes. Finally, chromatin was eluted from the magnetic beads and DNA was reverse cross-linked from the histones. DNA was cleaned up using the Qiaquick PCR Purification Kit (Qiagen).

Enrichment was validated using quantitative PCR with Pax2 primers (Active Motif, #71020) and Actb2 primers (Active Motif, #71017). DNA was sequenced at The Centre for Applied Genomics (Toronto, ON) on the Illumina HiSeq 2500 and 50 million reads were acquired for each sample. The quality of the sequence data was assessed using FastQC (Version 0.11.5). Adaptors were trimmed using Trim Galore (Version 0.0.4).

### Processing and alignment of ChIP-seq data to identify H3K4me3, H3K27me3 and H3K36me3 enriched peaks

ChIP-seq sequencing data were processed using the Illumina analysis pipeline and FastQ format reads were aligned to the mm10 mouse reference using the Bowtie alignment algorithm^22^. Bowtie version 2.1.0 was used with the pre-set sensitive parameter to align ChIP sequencing reads (refer to ‘ChIP sequencing analysis pipeline’ below for more details).

#### Peak calling algorithm

The MACS version 2.0.10 (model based analysis of ChIPseq) peak finding algorithm was used to identify regions of ChIP-Seq enrichment over background^23^. Default parameters were used for H3K4me3, and broad peak parameters were used for H3K27me3 and H3K36me3 data (refer to ‘ChIP sequencing analysis pipeline’ below for details).

#### Peak annotation and processing

Multicov command from Bedtools v2.17.0 was used to obtain raw read counts within each histone mark peak identified by MACS and input reads within these peaks^24^. The number of reads per kilobase of peak per million reads (RPKM) was calculated for each peak and the corresponding input levels of that peak. The RPKM values for the histone mark peak were then subtracted by those of the input RPKM values to obtain a final and background-adjusted RPKM value, as modified from Hawkins et al*.*^25^. Peak calls with background-adjusted RPKM values less than or equal to 0 were excluded from further analysis. The background adjusted RPKM values were averaged across − 2 kb to + 3 kb of a gene transcription start site (TSS), as determined above, for downstream data analysis and visualization. Read densities and enrichment scores per locus, where defined, were normalized to the total number of million uniquely mapped reads producing values in units of reads per million mapped reads (RPM).

#### ChIP sequencing analysis pipeline

As described previously^3^, the sequences were trimmed to filter out the 3’ adaptor and remove last 2 bases and 3 extra bases if it matches with the adaptor sequence. Using Bowtie the sequences were mapped to the mouse genome (mm10) using the following sequence; (i) command: bowtie2 -p 8 –sensitive -x mm10/mm10 sequence.reads.fastq –S sample.sam (refer to Supplementary Table 1: 10.6084/m9.figshare.20368902). Peak calling algorithm MACS: (i) command for H3K4me3: macs2 callpeak -t chromatin.mark.file.bam -c input.sample.file.bam -f BAM -g mm -n [directory] –nomodel –shiftsize 73 –B; (ii) command for H3K27me3 and H3K36me3: macs2 callpeak –t chromatin.mark.file.bam –c input.sample.file.bam –broad –f BAM -g mm -n [directory] –nomodel –shiftsize 73 –B. Normalize unique mapped read values to library size. Annotate peaks to mouse genome (mm10).

### Long-read DNA sequencing and methylation analysis

#### gDNA library preparation

Extraction of genomic DNA from cells was done using the DNeasy Blood and Tissue kit from Qiagen according to the manufacture's instructions. Extracted gDNA was quantified using the Nanodrop reader and gel electrophoresis.

gDNA was fragmented by sonication with a Bioruptor sonicator for 30 cycles of 5 s ON–90 s OFF, using low intensity settings. gDNA was then purified with the Zymo DNA Clean & Concentrator™-5 columns (Zymo Research, D4013) and size selected with 0.4 × volume of KAPA HyperPure Beads (Roche, 08963835001) to exclude small DNA fragments. 1 μg of sheared gDNA was used for library preparation using Ligation Sequencing Kits (Oxford Nanopore Technologies, LSK109 and LSK110) according to the manufacturer’s specifications. Samples were sequenced on a MinION sequencer on R9 Flow Cells (Oxford Nanopore Technologies FLO-MIN106D), using the MinKNOW software v19. Flowcells were washed and reloaded with the Flow Cell Wash Kit (Oxford Nanopore Technologies EXP-WSH003) to increase sequencing depth obtained per flowcell. Average read N50 for sequencing runs was 3 kb.

#### Base calling and methylation analysis

Raw fast5 files were base called using the Guppy v.4.2.2 software, with the guppy_basecaller command and the dna_r9.4.1_450bps_modbases_dam-dcm-cpg_hac.cfg configuration file. GPU basecalling mode was employed with the following arguments: --num_callers 6 --gpu_runners_per_device 6 --chunks_per_runner 1000 --chunk_size 1000. Output fast5 files were generated with the --fast5_out argument. The resulting FASTQ reads were concatenated and then indexed with Nanopolish version 0.13.2^26^ using the nanopolish index command. Reads were aligned to the mm10 mouse reference with Minimap2 version 2.17-r941^27^. Using the following parameters: -a -x map-ont. BAM files were generated with SAMtools version 1.3.1^28^ and CpG methylation was called using the call-methylation function of Nanopolish. Methylation frequency for CpGs was analyzed using the calculate_methylation_frequency.py script from Nanopolish. The fraction of methylated CpGs at gene TSS was calculated with a sliding window approach of 300 bp, sliding every 30 bp. Analysis was confined to − 1 kb to + 1 kb region of TSS as we found this to be the region frequently spanning hypomethylation for key genes in pluripotent stem cells (refer to Supplementary Table 2: 10.6084/m9.figshare.368902). To correct for sample-to-sample differences, values for fraction methylated CpGs were first subtracted to distribution means in each separate samples, and then averaged for two independent animal replicates.

### Flow cytometry

Proximal tubule cells were isolated from rtTAROSA (neo-out); OKMS-250 mice and grown to confluency. Doxycycline (1.5 µg/ml) was added for 48 h prior to flow cytometry. On the day of flow cytometry analysis, cells were washed with Hanks’ Balanced Salt Solution (HBSS), dissociated into single cells using TrypLE Express (Invitrogen) and stained with DAPI at a concentration of 0.4 µg/ml. Cells were analyzed on the Gallios Flow Cytometer (Beckman Coulter Life Sciences) and with the Kaluza program.

### Statistical analyses

Two-tailed Student’s *t* test was used for comparisons of two samples together. Comparison of more than two samples was done with ANOVA followed by Tukey’s honest significant difference test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, *n.s.* not significant.

## Results

### Reprogramming proximal tubule cells (PTC) and tail tip fibroblasts (TTF) to induced pluripotent stem cells

To test the effect of epigenetic memory on iPSCs under well-controlled parameters where the same donor genome and reprogramming technique was used a quadruple transgenic mouse was produced. An overview of our research strategy is found in Fig. 1.

**Figure 1:**
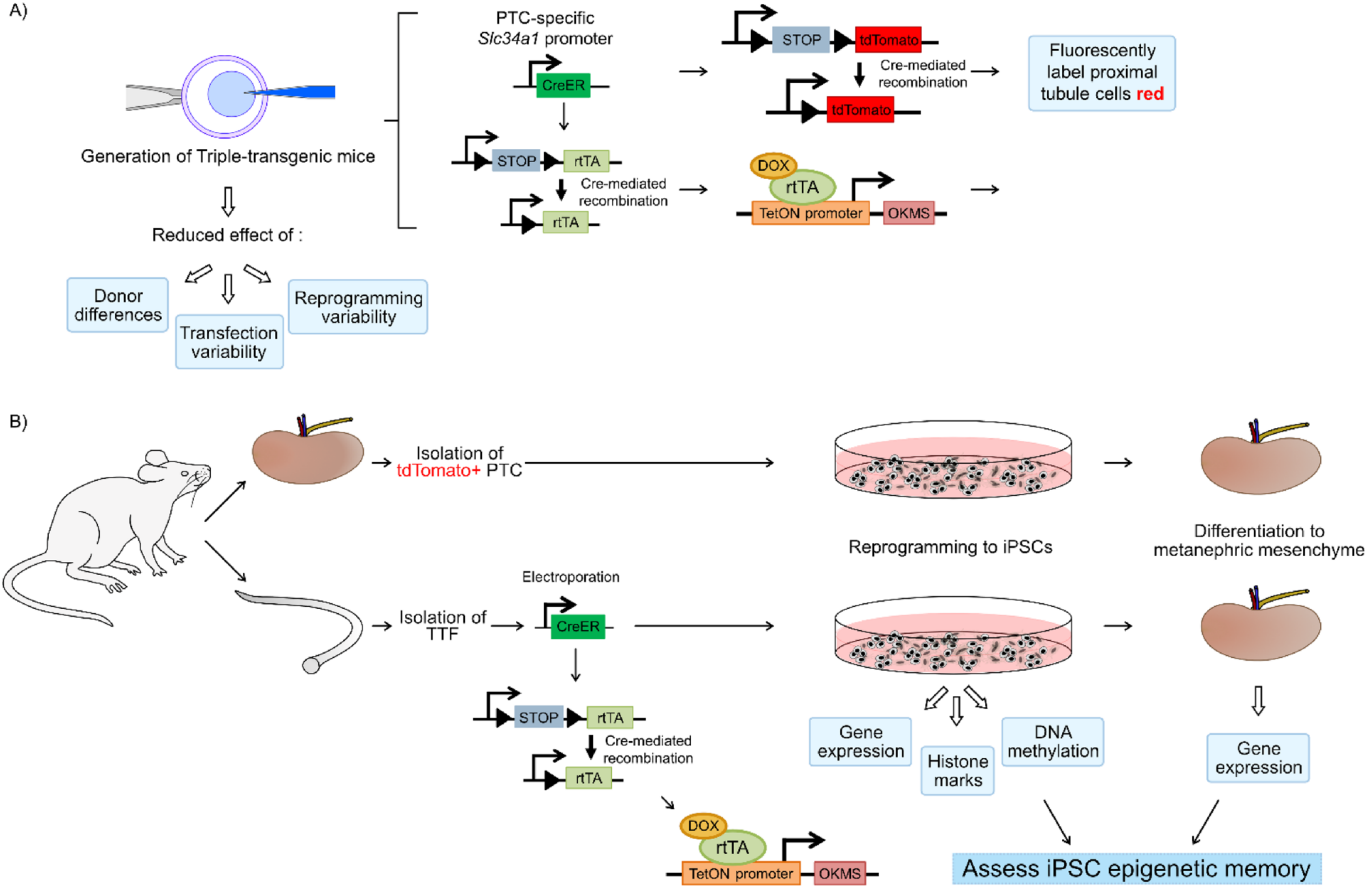
Research strategy overview. (**A**) SLC34a1-GFPCreERt2 (SLC34a1-GCE) mice were bred with tdTomato mice (B6;129S6-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J). These mice were bred to rtTAROSA (neo-in); OKMS-250 mice to generate the SLC34a1-GCE; tdTomato; rtTAROSA (neo-in); OKMS-250 mouse line. (**B**) Kidney proximal tubules and tail tip fibroblasts were isolated from the transgenic mice. Non-integrating Cre episomal plasmids were introduced into TTF to remove the loxP-flanked neo cassettes to facilitate iPSC reprogramming. To induce reprogramming the medium was supplemented with DOX. Gene expression, assessment of histone and DNA modification was done on the resultant iPSC lines. The iPSCs were also differentiated to renal progenitor and assessed.

Proximal tubule cells (PTCs) and tail tip fibroblasts (TTF) were isolated from littermates. GFP+/Red fluorescent (td-Tomato)+ labelled PTCs were purified using fluorescence-activated cell sorting (FACS). An average of 29% tdTomato+/GFP+ PTC were isolated from kidneys (Supplementary Fig. 2).

The purified cells were then reprogrammed to induced pluripotent stem cells (iPSCs) by adding doxycycline (DOX) to the culture. IPSC colonies appeared approximately 1 week after DOX addition. To establish DOX-independent iPSC clones, we gradually removed DOX from culture and selected for clones that continued to form iPSC colonies. Since the TTF do not express SLC34a1 to drive the expression of Cre recombinase, we introduced exogenous Cre recombinase to excise the loxP-flanked neo cassette to permit the expression of the reprogramming factors. DOX was added to TTF-Cre to initiate reprogramming and was gradually removed to establish DOX-independent TTF iPSC. PTC and TTF iPSCs displayed the typical compact, dome-shaped embryonic stem cell (ESC) colony morphology and they expressed pluripotency-associated markers, Oct4, *Dnmt3b* and *Lin28a* as demonstrated with immunofluorescence microscopy (IF) and RT-qPCR (Fig. 2). Secondary antibody controls showed that secondary antibodies did not bind non-specifically to PTC iPSC in Supplementary Fig. 3). When injected into immunocompromised NOD/SCID mice, all four PTC iPSC lines and all four TTF iPSC lines gave rise to teratomas containing cells from all three germ layers approximately 1 month after injection (Supplementary Fig. 4).

**Figure 2:**
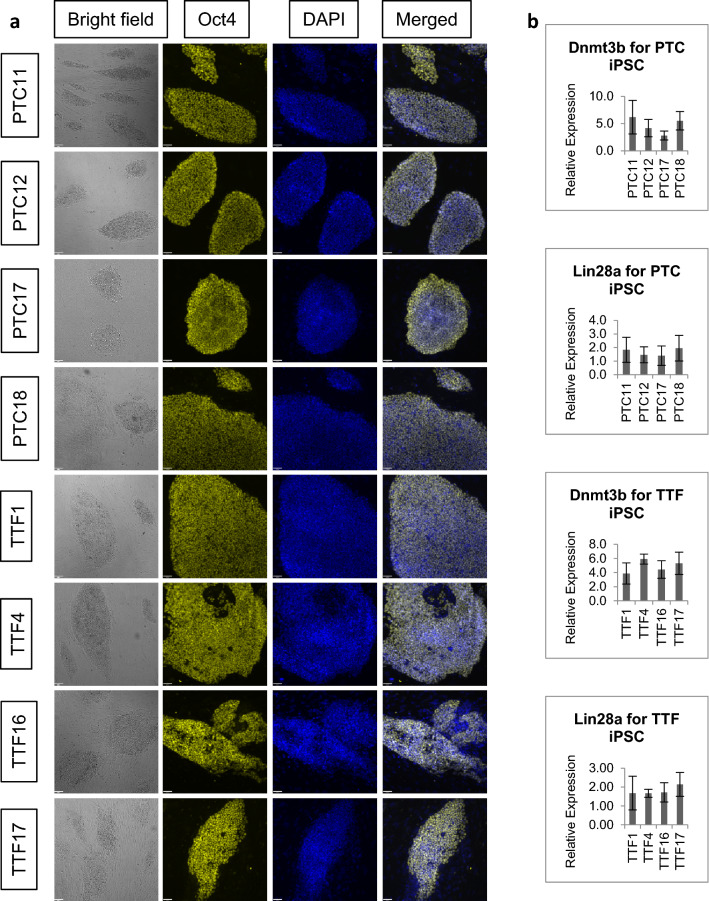
Expression of Oct4, Dnmt3b, and Lin28a in proximal tubule cell induced pluripotent stem cell (PTC iPSC) and tail tip fibroblast (TTF) iPSC. (**a**) Bright field microscopy shows that PTC iPSCs and TTF iPSCs display typical compact, dome-shaped iPSC colony morphology and immunocytochemistry shows that they express pluripotency-associated marker Oct4. Scale bar = 81 µm (bright field) and 40 µm (fluorescence). (**b**) RT-qPCR shows that PTC iPSC and TTF iPSC express pluripotency-associated markers Dnmt3b, and Lin28a. Scale bar = 40 µm. n = 3.

To determine if the PTC derived iPSCs had residual expression of renal genes compared to TTF derived iPSCs, we measured expression of several renal progenitor genes by RT-qPCR (Fig. 3).

**Figure 3:**
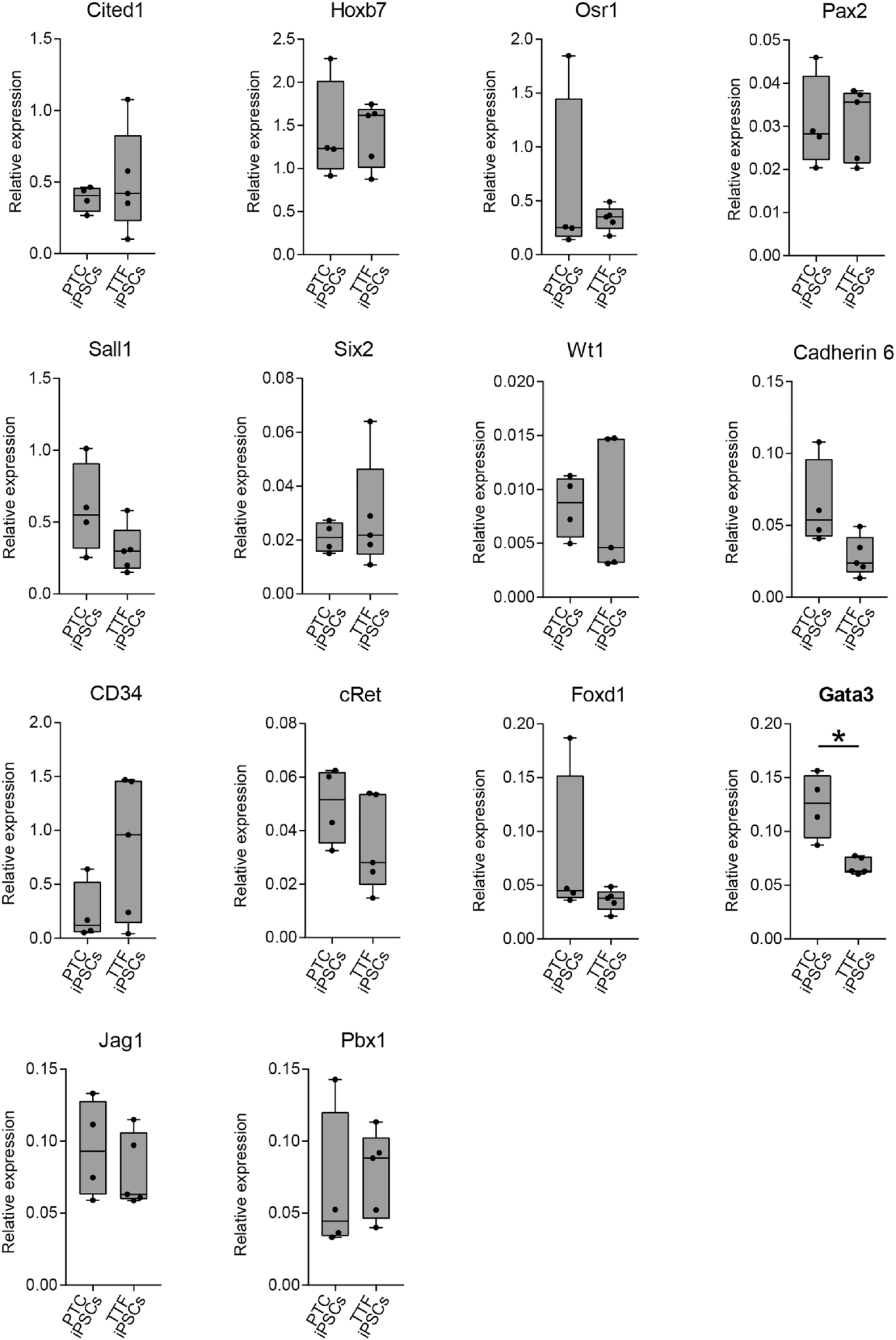
Expression of renal progenitor markers in undifferentiated proximal tubule cell induced pluripotent stem cells and tail tip fibroblast induced pluripotent stem cells. RT-qPCR shows that expression of renal progenitor markers is low in undifferentiated PTC iPSC and TTF iPSC. Y-axis gene expression is relative to E13.5 mouse embryonic kidney which is set at 1.0. Box and whiskers indicate quartiles and maximum/minimum values respectively, with central line showing the median. Asterisk (*) indicates that expression was significantly different (p < 0.05) between PTC iPSCs and TTF iPSCs, as determined by *t* test. n = 4 PTC iPSC and 4 TTF iPSC lines, 3 replicates per line.

Expression of the renal genes were low and not significantly different between PTC iPSCs and TTF iPSCs except for *Gata3*, which despite having higher expression levels in PTC iPSCs, showed negligible expression overall. Therefore, IF and qPCR results demonstrate that PTC iPSCs and TTF iPSCs are transcriptionally similar, and this would be expected if reprogramming was equivalent in all cells, no matter the cell type of origin, with each able to reach ground state.

### The epigenetic signature of early passage proximal tubule cell induced pluripotent stem cells and tail tip fibroblast iPSCs

Although there were no differences observed between PTC iPSCs and TTF iPSCs in terms of renal markers and pluripotency markers, at both the RNA and protein levels epigenetic memory could still be present and have an impact on the differentiation preference of the iPSC lines. 

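ChIP-seq enriches DNA bound to a modified histone and counts its reads. H3K4me3 marks the start of active genes, H3K36me3 marks gene bodies through which RNA polymerase is elongating, and H3K27me3 marks repressed genes. The values come from induced pluripotent stem cell (iPSC) lines made from proximal tubule cells (PTC) and from tail tip fibroblasts (TTF), with 2 lines of each origin, PTC11 and PTC12 against TTF1 and TTF4. The methods describe ChIP in duplicate. The files analysed here hold 1 library per line for H3K4me3 and 1 for H3K36me3, so that a line is the replicate. Of the 4 H3K27me3 libraries, both PTC libraries carry the name of line PTC11 in the sample labels and in Supplementary Table 1, while Fig. 5 names the second of them PTC12. The authors aligned the reads to mm10 with Bowtie, called peaks against input with MACS, counted reads in each peak with Bedtools, subtracted the input RPKM from that of the mark, and deposited the mean RPKM of the peaks at each gene, at the transcription start site (TSS) for H3K4me3 and H3K27me3 and over the gene body for H3K36me3. The methods give the same number of sequenced reads for every ChIP-seq sample, and the files hold no counts of mapped reads. Of 43984 genes listed, H3K4me3 had a value at 15114 genes in PTC11, 19990 in PTC12, 19448 in TTF1 and 15368 in TTF4. H3K36me3 had a value at 29905 genes in PTC11, 23101 in PTC12, 23466 in TTF1 and 20381 in TTF4. The median H3K36me3 was 1.60 RPKM in PTC11 and 1.18 in TTF1, against 3.88 in PTC12 and 4.01 in TTF4, a gap between lines that crosses the cell of origin. H3K27me3 had a value at 69 and 144 genes in the libraries of PTC11, at 52 genes in TTF1 and at 11 in TTF4. Genes with a value in all 4 lines were compared, 13709 for H3K4me3 and 17039 for H3K36me3, which leaves out a gene without a called peak in any 1 line. Gene set means were taken on the RPKM as deposited, as in Fig. 4, and tests of single genes on log2(RPKM + 1), which understates the change of genes with low RPKM.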

To check if PTC and TTF iPSCs show epigenetic differences, we performed ChIP-seq for H3K4me3 (activating), H3K36me3 (elongation) and long-read DNA methylation sequencing on our iPSCs. For DNA methylation, we focused on the transcriptional start site (TSS). 

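DNA methylation was measured with nanopore long reads, in which methylated cytosines are called from the electrical signal of the unconverted DNA. Lines PTC11, PTC12, TTF1 and TTF4 each had 1 sample. The authors called bases with Guppy, aligned the reads to mm10 with Minimap2, called CpG methylation with Nanopolish, and deposited for each gene the fraction of methylated CpGs around its TSS, averaged over sliding windows within 1000 bp to each side. The coverage behind each fraction was not analysed here because the table gives fractions only, so the depth is unknown and no interval for counting error can be given. Of 55471 genes listed, 52488 had a value in PTC11, 52119 in PTC12, 52690 in TTF1 and 52549 in TTF4, and 50657 had one in all 4 lines. The mean fraction over all genes with a value was 0.372 in PTC11, 0.482 in PTC12, 0.379 in TTF1 and 0.649 in TTF4. The deposited fractions still carry these differences between samples. Following the methods of the paper, the mean of each line was subtracted from its fractions before the lines of an origin were averaged. Subtracting 1 number per line removes the mean difference between lines by construction, while a line whose methylation differs unequally between promoters keeps part of that difference at single genes.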

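Over the 13709 genes with H3K4me3 in all 4 lines, the mean was 4.36 RPKM in PTC11, 5.41 in PTC12, 5.82 in TTF1 and 5.16 in TTF4. PTC lines averaged 4.88 ± 0.748 RPKM (SD, n = 2 lines) and TTF lines 5.49 ± 0.464 (SD, n = 2). The difference of TTF minus PTC, 0.608 RPKM, had a 95% interval from -2.01 to 3.23 and an adjusted p of 1 in Tukey's honest significant difference test, which takes genes as its units. A few genes of repeated sequence widen that interval: with genes above a mean of 10 RPKM left out, the difference was 0.222 and the Tukey adjusted p 1.9e-11. Without 1 of these genes, Gm10800, the means were 3.73 RPKM in PTC11, 5.41 in PTC12, 5.82 in TTF1 and 3.76 in TTF4. PTC11 and TTF4 then lay well below both other lines, a spread that the means over all genes hide.

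Mean H3K36me3 over 17039 genes was 1.75 RPKM in PTC11, 4.52 in PTC12, 1.22 in TTF1 and 4.31 in TTF4. The difference of TTF minus PTC was -0.363 RPKM, with an interval from -0.561 to -0.165 and a Tukey adjusted p of 1.2e-09 over genes. When each gene was averaged over whichever lines had a value, the difference was -0.109 and the adjusted p 0.244. Genes are not replicates, and over the lines themselves the difference was small beside the SD between lines of 1.96 RPKM for PTC and 2.19 for TTF (exact permutation test, two-sided, p = 0.67, where 0.33 is the smallest p that 2 lines against 2 allow). That SD lies mostly between PTC11 with TTF1 and PTC12 with TTF4, and the unpaired test takes no account of it: in each of these pairs, which the legend of Fig. 5 names, the TTF line had the lower mean.

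For CpG methylation over 50657 genes, centring left a difference of -2.93e-05 with an interval from -0.00603 to 0.00597 (Tukey adjusted p = 1). Without centring the difference was 0.0871, mostly from TTF4, whose fractions averaged 0.645 over these genes.

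**Figure D1:**
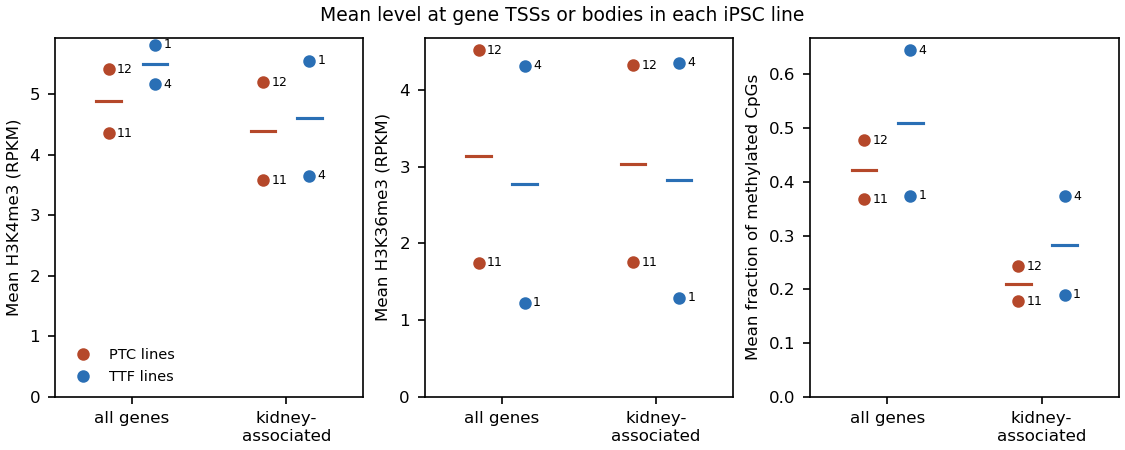
Mean H3K4me3 and H3K36me3 (RPKM) and mean fraction of methylated CpGs, as deposited, over all genes and over kidney-associated genes. Each point is 1 iPSC line with its number, and bars are means of the PTC or TTF lines; in H3K36me3 over all genes, PTC11 (1.75) and TTF1 (1.22) lie far below PTC12 (4.52) and TTF4 (4.31).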

Examination of the global histone and DNA methylation patterns showed no significant differences for histone methylation or DNA methylation between TTF-iPSCs and PTC-iPSCs for all genes of the mouse genome (Fig. 4A–C—1st violin plot pair). 

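Gene sets were taken from Supplementary Table 3, which lists 17 sets, among them urogenital system, blood vessel, heart, muscle cell, reproductive and skeletal system genes, digestive tract, liver, pancreas and lung genes, and epidermis, eye, forebrain, hindbrain, glial cell and mammary gland genes. Members were matched to the tables by gene symbol and counted 1 time each. The lists repeat many members, and the heart set has 1998 entries of which 621 different genes were found in the methylation table. The heart list as read ends at Vegfa and may be incomplete. With a value in all 4 lines, the sets held from 54 genes (H3K4me3, pancreas) to 740 genes (CpG methylation, blood vessel).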

The analysis was grouped by gene sets for mesoderm, endoderm and endoderm tissues with each germ layer group containing multiple tissue specific gene sets. A specific examination of genes implicated in kidney development and maintenance (Fig. 4A–C—3rd violin plot pair), demonstrated no statistical differences between the PTC and TTF iPSC for histone or DNA methylation of kidney genes. 

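Kidney-associated genes with H3K4me3 in all 4 lines numbered 284. Their mean was 4.39 ± 1.14 RPKM (SD, n = 2) in PTC lines and 4.60 ± 1.34 (SD, n = 2) in TTF lines, a difference of 0.213 (Tukey adjusted p = 1 over genes). By line it was 3.58 RPKM in PTC11, 5.20 in PTC12, 5.55 in TTF1 and 3.65 in TTF4, and the origins overlapped. PTC11 lay near TTF4 and PTC12 near TTF1, and in each of these pairs, chosen from the values, the TTF line was higher. In 5 of 17 gene sets TTF4 lay below both PTC lines instead. The exact test over lines given below takes no account of such pairs. For H3K36me3, 372 genes averaged 3.04 ± 1.82 RPKM (SD, n = 2) in PTC lines and 2.82 ± 2.17 (SD, n = 2) in TTF lines, a difference of -0.217 (Tukey adjusted p = 1 over genes). Between lines the range was wider, from 1.29 RPKM in TTF1 to 4.35 in TTF4. Quantile normalization turned this difference to 0.0491, while on log2(RPKM + 1) it was -0.13 with a Tukey adjusted p of 0.000667 over genes.

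Among 451 kidney-associated genes with CpG methylation, the fraction after centring was -0.216 ± 0.0317 (SD, n = 2) in PTC lines and -0.232 ± 0.0613 (SD, n = 2) in TTF lines. The difference of -0.0159 had an interval from -0.0795 to 0.0476 (Tukey adjusted p = 1 over genes). As deposited, the mean fraction of these genes was 0.178 in PTC11, 0.243 in PTC12, 0.190 in TTF1 and 0.373 in TTF4, and without centring the difference was 0.0711 with a Tukey adjusted p of 0.00871. Exact permutation tests over the lines gave p = 0.67 for H3K4me3 and 1 for the other assays (two-sided).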

In total we compared 18 Gene Ontology groups including the urogenital system, but no differences were observed in any of the GO groups. Indeed, the global pattern of histone methylation and DNA methylation for multiple mesoderm, endoderm and ectoderm Gene Ontology groups all produced a null result indicating that low passage PTC-iPSCs and the TTF-iPSCs are epigenetically equivalent (Fig. 4A–C).

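None of the 17 gene sets differed between TTF and PTC lines at a Tukey adjusted p under 0.05, in any of the 3 assays. For H3K4me3 the differences ran from 0.122 RPKM (muscle cell) to 0.272 (digestive tract), and the 95% intervals reached from 14.5 to 41.8 RPKM to each side, far wider than any set mean. Differences in H3K36me3 lay between -0.485 RPKM (pancreas) and -0.159 (muscle cell), with intervals reaching 1.08 to 2.98 to each side. In CpG methylation they were all below 0, from -0.0408 (digestive tract) to -0.00637 (muscle cell), with intervals reaching 0.0496 to 0.146 to each side. The urogenital system set had differences of 0.213 RPKM in H3K4me3 (248 genes), -0.223 RPKM in H3K36me3 (302 genes) and -0.0283 in methylation (355 genes). In no set and assay did both TTF lines lie on 1 side of both PTC lines. The TTF lines lay on opposite sides of the PTC mean in all 17 sets, TTF1 above and TTF4 below it in H3K4me3 and methylation, and the reverse in H3K36me3. The count depended on the setting. For H3K36me3, 12 of 17 sets passed on log2(RPKM + 1) and 6 with genes above a mean of 10 RPKM left out, all lower in TTF, and for methylation 5 passed without centring, all higher in TTF, and 4 with repeated members counted. Leaving out genes above 10 RPKM narrowed the H3K4me3 intervals to 0.262 to 0.754 RPKM to each side, and no set passed.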

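Lines were next compared gene by gene across the genome. Of the 3 ways to split 4 lines into pairs, the split by cell of origin took 9.72% of the variance between lines in H3K4me3, 6.49% in H3K36me3 and 31.8% in centred CpG methylation, where each split takes 33.3% when lines have no structure. Grouping PTC11 with TTF4 took 80.4% in H3K4me3, and grouping PTC11 with TTF1 took 88.1% in H3K36me3. Quantile normalization between lines lowered these shares to 47.3% and 46.6% and raised that of cell of origin to 26.0% and 28.2%. Much of the low share of origin in the histone marks thus went with the level of each library. Spearman correlations across genes, which are not independent replicates, were on average lower for pairs of lines of the same origin than of different origin by -0.0597 in H3K4me3 and -0.0646 in H3K36me3, and differed by 0.00736 in methylation. The closest lines were PTC12 and TTF1 in H3K4me3 (0.665), PTC12 and TTF4 in H3K36me3 (0.593), and PTC11 and PTC12 in methylation (0.740). The other lines did not pair across origins in the same way: TTF4 was closest to TTF1 in H3K4me3 (0.473, against 0.374 with PTC11), and PTC11 to PTC12 in H3K36me3 (0.406, against 0.331 with TTF1). With 3 splits, no exact test can fall below a share of 1 in 3.

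In limma with a variance trend, 66 of 13709 genes had an adjusted p under 0.05 for H3K4me3 (31 higher and 35 lower in TTF), 19 of 17039 for H3K36me3 (4 higher and 15 lower) and 2 of 50657 for methylation. Of those calls, 50 in H3K4me3 and 17 in H3K36me3 had a mean under 1 RPKM, and the others, 16 and 2 genes, had a mean of at least 1 RPKM. No histone gene passed when the model was refitted without the trend, or on genes with a mean of at least 1 RPKM alone. Both TTF lines lay on the same side of both PTC lines in 15, 16 and 2 of the called genes. The largest falls were at Smarca5-ps (-0.84, standard error 0.11, adjusted p = 1.6e-10 from limma) for H3K4me3 and at Idi1 (-1.62, standard error 0.31, adjusted p = 0.00106 from limma) for H3K36me3. The next largest falls were at Gm13139 (-0.65) and Oaz1-ps (-0.57) in H3K4me3, and at the overlapping loci XLOC_000155 and XLOC_001527 (-1.17 each) in H3K36me3. Rises were led by the overlapping loci XLOC_051222 and XLOC_052443 (0.82 each) and by Igtp (0.77), which shares its values with the overlapping gene Irgm2, in H3K4me3, and by Gm6838 and Gm14914 (0.79 each) in H3K36me3. Smarca5-ps, Oaz1-ps, Gm6838 and Gm14914 are annotated as pseudogenes, whose reads can be shared with near-identical copies. In methylation the called genes were Gm15245, a lincRNA on chromosome X listed at 0 in both PTC lines and 1 in both TTF lines, and Gm23924, an snRNA gene listed at 0 in both TTF lines. With a replicate block that paired PTC11 with TTF1 and PTC12 with TTF4, the counts were 34 for H3K4me3 (17 higher and 17 lower in TTF), 167 for H3K36me3 (19 higher and 148 lower) and 24 for methylation (9 higher and 15 lower). The legend of Fig. 5 pairs these lines by their likeness in H3K36me3, so the block is no factor of the design. In H3K36me3 it removes the largest split between lines, and the 167 calls are no independent evidence of an effect of origin. With the pairs crossed the counts were 2, 0 and 24, with 65 genes for H3K36me3 at an unadjusted p under 0.05. Deviations of PTC11 and TTF1 from the means of their origins correlated across genes at -0.419, 0.470 and 0.115 in the 3 assays. From the absence of differences across gene sets of all germ layers, the paper reads this null result as a sign that PTC and TTF iPSCs of low passage are epigenetically equivalent.

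**Figure D2:**
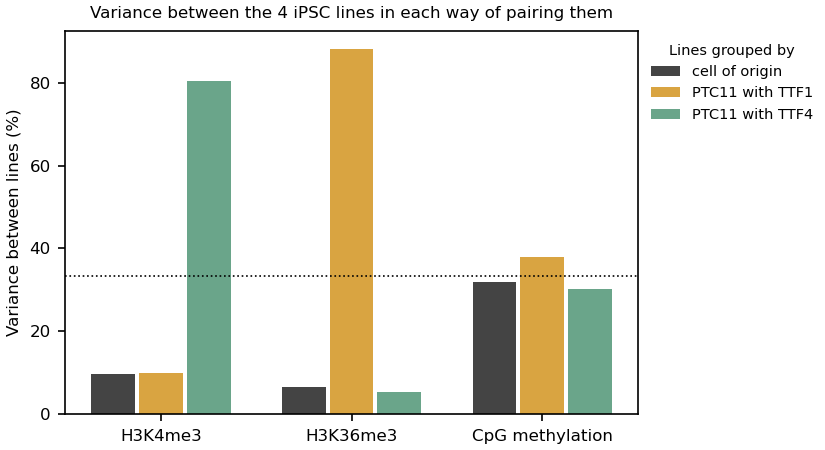
Percent of the variance between the 4 iPSC lines, summed over genes, that lies between the groups of each way of pairing the lines, for H3K4me3, H3K36me3 and centred CpG methylation. The dotted line marks 33.3%. The cell of origin takes 9.72%, 6.49% and 31.8%. Quantile normalization, not drawn, raises its share to 26.0% in H3K4me3 and 28.2% in H3K36me3.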

**Figure 4:**
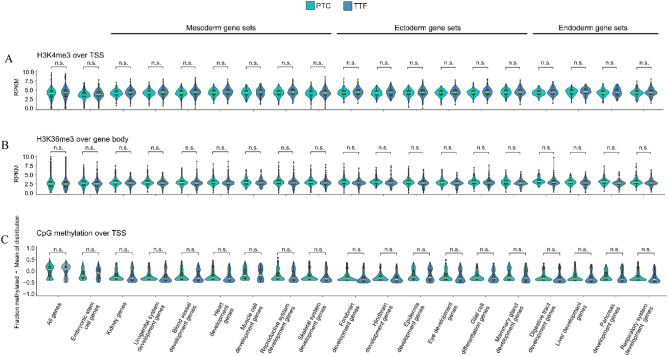
H3K4me3, H3K36me3 landscape of kidney developmental genes and embryonic stem cell (ESC)-associated genes in early passage PTC iPSC and TTF iPSC. Distributions of (**A**) average normalized counts of ChIP-seq reads (RPKM) or (**B**) methylation events normalized to distribution average for PT or TT, for gene sets associated with the indicated system or organ development (refer to Supplementary Table 310.6084/m9.figshare.20368902). Median of each distribution is marked in yellow. Embryonic germ layer of origin is indicated. ANOVA followed by Tukey’s honest significant difference test was used for comparisons. *n.s*. not significant (refer to Supplementary Table 4 for details 10.6084/m9.figshare.20368902).

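The files place 9 kidney genes on mm10 as follows. Adamts16 lies on chromosome 13 from 70727802 to 70841811, and Agtr1a on the same chromosome from 30336441 to 30382867. Chromosome 2 holds Itga8 (12106632 to 12301922), Jag1 (137081456 to 137116644), Gata3 (9857078 to 9890034) and Wt1 (105126529 to 105173616). Eya1 is on chromosome 1 from 14168954 to 14310235, Six2 on chromosome 17 from 85684277 to 85688274, and Pax2 on chromosome 19 from 44756045 to 44837871. All are annotated as protein coding, and the TSS of each lies in an exon. The sequence within 1000 bp of the TSS holds 196 CpGs at Six2, 166 at Jag1, 139 at Wt1, 127 at Pax2, 75 at Itga8, 65 at Eya1, 63 at Gata3 and 51 each at Adamts16 and Agtr1a, so that the fraction of methylated CpGs averages over very different numbers of sites.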

Nine individual genes implicated in kidney development were chosen for further analysis: (*Adamts16*, *Itga8*, *Agtr1a*, *Eya1*, *Jag1*, *Pax2, Six2, Wt1* and *Gata3* (Fig. 5). Comparison of ChIP-seq for H3K4me3 (activating), H3K27me3 (repressing), H3K36me3 (elongation) and DNA methylation confirmed that there were no differences observed for histone methylation or DNA methylation between PTC-iPSC and TTF-iPSC lines, although individual iPSC line differences could be seen. 

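None of these 9 genes in H3K36me3 or CpG methylation, and none of the 6 with H3K4me3 in all 4 lines, had a limma adjusted p under 0.05 for TTF against PTC lines, either over all genes or over these genes alone, where the smallest adjusted p was 0.219, in methylation. For H3K4me3, differences on the log2(RPKM + 1) scale ran from -0.19 (Wt1) to 0.15 (Six2). Adamts16 had no H3K4me3 value in PTC11 and TTF4, and Agtr1a and Gata3 had none in PTC11. In H3K36me3 all 9 genes overlapped between origins, with differences from -0.46 (Eya1) to 0.23 (Gata3). H3K27me3 could not be compared: among the 4 libraries only TTF1 had a value, of 1.56 RPKM, at 1 of the genes, Gata3. A call of no difference has limits set by the spread between lines. In simulated data every gene was given the median spread between lines of the same origin, as independent noise. There limma recovered 97% of 200 genes changed by 2 log2 units in H3K4me3, 5.5% in H3K36me3, and 52% of 200 genes changed by a fraction of 0.5 in methylation. Real genes differ in spread and lines differ in level as a whole, so that these shares are not the power for the real genes.

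**Figure D3:**
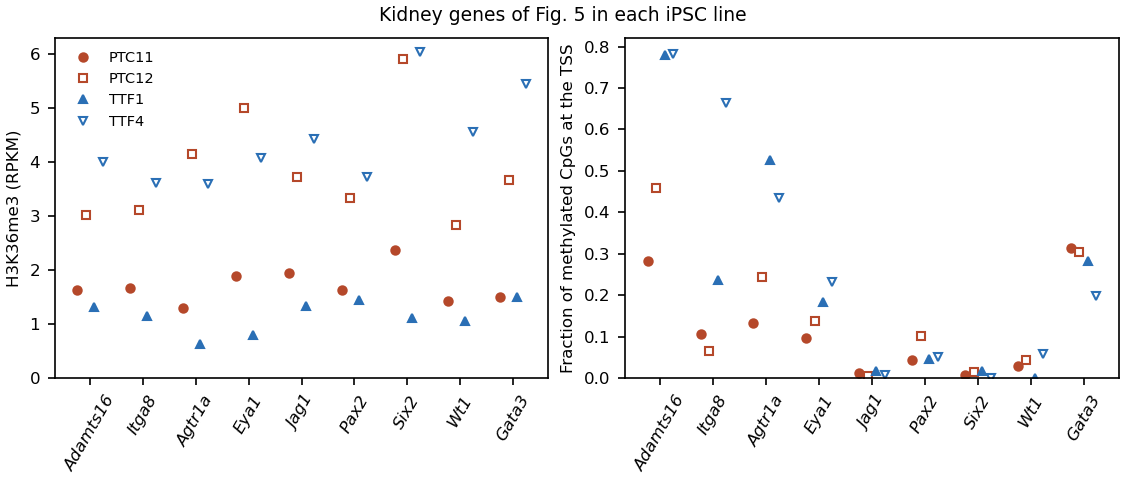
H3K36me3 (RPKM) and the fraction of methylated CpGs at the TSS of the 9 kidney genes, with 1 symbol per iPSC line. PTC11 and TTF1 lie below PTC12 and TTF4 in H3K36me3 at all 9 genes, and methylation at Adamts16 reaches 0.781 in TTF1 and 0.782 in TTF4.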

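H3K36me3 over the gene body of Jag1 was 1.95 RPKM in PTC11, 3.72 in PTC12, 1.33 in TTF1 and 4.42 in TTF4. At Gata3 it was 1.51 RPKM in PTC11, 3.66 in PTC12, 1.50 in TTF1 and 5.44 in TTF4. PTC11 and TTF1 minus PTC12 and TTF4 came to -0.95 at Jag1 and -1.13 at Gata3 on the log2(RPKM + 1) scale as deposited, and to 0.17 and -0.04 after quantile normalization between lines. With 1 library per line in the files analysed here, these gaps between lines have no replicate check.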

For example, H3K36me3 methylation for *Jag1* and *Gata3* were higher in PTC11 and TT1 compared to PTC12 and TT4. 

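At the TSS of Itga8 the fraction of methylated CpGs was 0.108 in PTC11, 0.0667 in PTC12, 0.237 in TTF1 and 0.663 in TTF4. The fraction in TTF4 lay above the mean of that line over all genes by 0.0143 and those of the other lines lay below theirs, by -0.264 in PTC11, -0.415 in PTC12 and -0.141 in TTF1. Both TTF lines lay above both PTC lines, with a difference of 0.276 after centring (standard error 0.137, adjusted p = 1.00 from limma; unadjusted p = 0.0487 from limma), and the exact permutation p was 0.33 (two-sided), the smallest possible.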

The DNA methylation pattern within 1000 base pairs of the TSS did demonstrate quantitative differences between different iPSC lines The iPSC line TTF4 has more DNA methylation at the *Itga8* TSS compared to TTF1, PTC11 and PTC12. 

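Around the TSS of Pax2 the fraction of methylated CpGs was 0.0442 in PTC11, 0.101 in PTC12, 0.0451 in TTF1 and 0.0500 in TTF4. Relative to the mean of each line it was -0.328, -0.381, -0.334 and -0.599 in the same order. All of these are low fractions, and the single sample of each line gives no error for them.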

On the other hand, PTC12 exhibits low levels of DNA methylation around the TSS for Pax2 compared to the other iPSC lines. 

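Adamts16 had a fraction of methylated CpGs of 0.371 ± 0.126 (SD, n = 2) in PTC lines and 0.782 ± 0.000947 (SD, n = 2) in TTF lines. The difference after centring was 0.323 (standard error 0.159, adjusted p = 1.00 from limma; unadjusted p = 0.0470 from limma). At Agtr1a the fractions were 0.189 ± 0.0782 (SD, n = 2) and 0.480 ± 0.0648 (SD, n = 2), a difference of 0.204 after centring (standard error 0.144). Eya1 had 0.117 ± 0.0291 (SD, n = 2) and 0.208 ± 0.0333 (SD, n = 2), and its difference of 0.00403 after centring was within the spread between lines. Both TTF lines were above both PTC lines at 4 of 9 kidney genes as deposited and at 3 after centring, against 20.6% and 15.0% of all genes, where chance gives 16.7%. Both were below at 1 gene as deposited, Gata3, and at none after centring, against 3.36% and 12.8% of all genes. Fractions were low in every line at Jag1 (0.00576 to 0.0167), Six2 (0.00159 to 0.0184) and Wt1 (listed at 0 in TTF1, and up to 0.0586 in TTF4). Gata3 had 0.313 in PTC11, 0.304 in PTC12, 0.282 in TTF1 and 0.198 in TTF4.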

Generally, we could not detect notable differences in the DNA methylation levels at the TSS between the different iPSC lines for *Adamts16*, *Agtr1a*, *Eya1*, *Jag1*, *Six2, Wt1* and *Gata3*.

**Figure 5:**
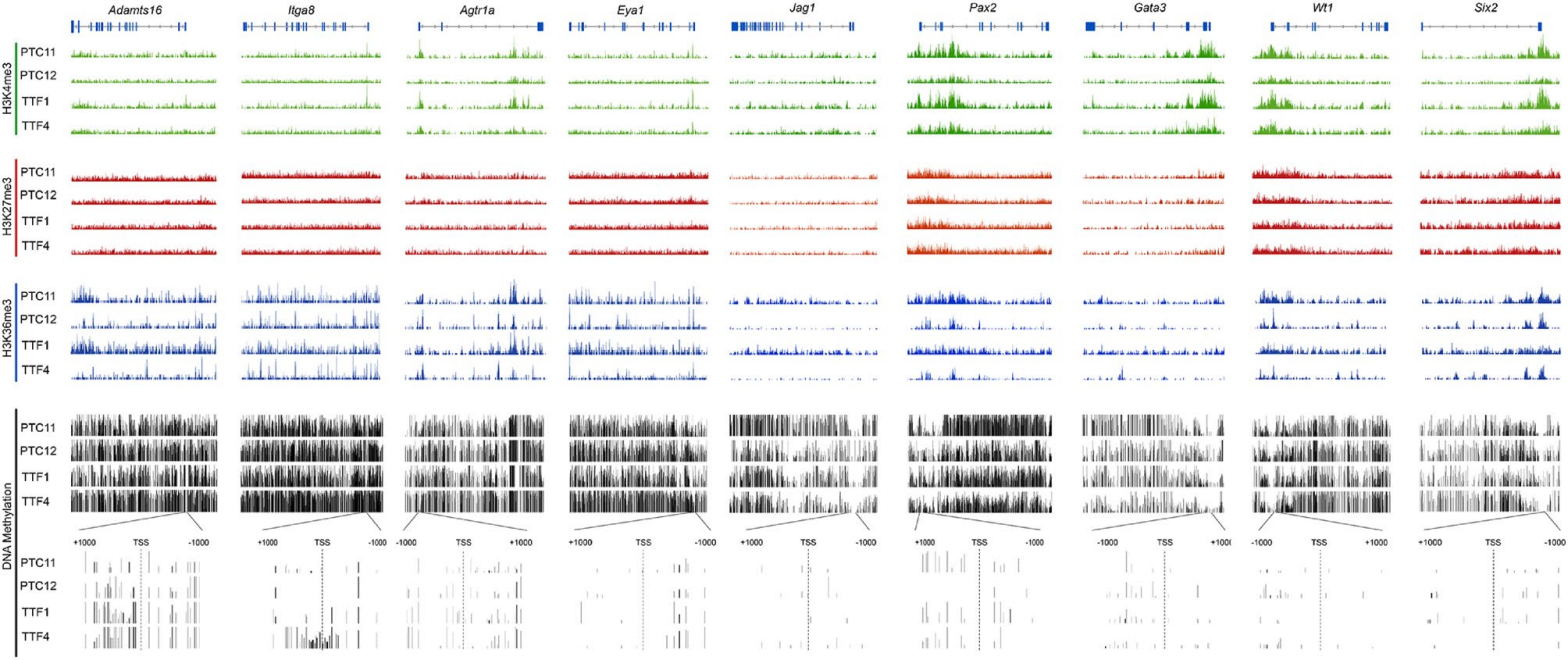
Histone and DNA methylation patterns for renal specific genes verifies no cell of origin bias. Histograms of ChIP-seq read coverage for H3K4me3 (activating), H3K27me3 (repressing) and H3K36me3 (elongation) histone marks, or DNA methylation (as fraction methylated per CpG) over the genomic locus or TSS for renal specific genes Adamts16, Itga8, Agtr1a, Eya1, Jag1, Pax2 Six2, Wt1 and Gata3 show some differences between individual lines but there is no cell of origin pattern observed. For example, PTC11 and TTF1 have similar H3K36me3 content and distribution resulting in more methylation compared to PTC12 and TTF4 which have equal patterns to each other. *TSS* transcription start site.

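In the deposited RPKM, both PTC11 and TTF1 had less H3K36me3 than both PTC12 and TTF4 at 9 of the 9 kidney genes. These values are means over called peaks after subtracting input, a measure unlike the read coverage drawn in Fig. 5. The summed RPKM of PTC12 and TTF4 was from 2.30 (Pax2) to 4.01 (Agtr1a) times that of PTC11 and TTF1. Over all 17039 genes the same order held at 15940 genes (93.6%). After quantile normalization it held at 1 of the 9 genes and at 22.2% of all genes, and both PTC11 and TTF1 were above both other lines at 3 of the 9 (Itga8, Jag1 and Pax2) and at 21.5% of all genes, where chance gives 16.7% each way.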

### Differentiating proximal tubule cell- and tail tip fibroblast-derived iPSC to renal progenitors

Analysis of the PTC-iPSC and TTF-iPSC lines indicated similar epigenetic profiles at kidney markers, suggesting that there may be no effect of the cell of origin on epigenetic memory of kidney-derived iPSCs. 

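Kidney-associated genes were also set against 10000 random gene lists of the same size, matched on mean level in 20 bins. The median difference of TTF minus PTC was at the 92.0th percentile in H3K4me3 and at the 35.5th in CpG methylation. For H3K36me3 the median difference of -0.10 on the log2 scale was at the 99.2nd percentile of random lists, whose median was -0.13, and at the 91.7th after quantile normalization. Leaving out PTC12 moved it to the 42.0th percentile. These percentiles describe the 4 lines and are not a test over lines. Marker genes of proximal tubule cells were at the 36.2nd percentile in H3K4me3 (5 genes with a value), the 63.6th in H3K36me3 (22 genes) and the 84.4th in methylation (30 genes).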

To test the hypothesis of whether epigenetic memory affects the differentiation capacity of these cells, all eight lines were differentiated to renal cells and analyzed for protein and gene expression. All four PTC iPSC lines and all four TTF iPSC lines were differentiated sequentially to mesoderm (day 2), then to intermediate mesoderm (day 4) and finally to renal progenitor cells (IM/UB) (day 7). We assessed the cells at the final stage (day 7). All eight lines expressed renal progenitor markers Six2 and Wt1 and three PTC iPSC lines and three TTF iPSC lines expressed Pax2 as assessed by immunofluorescence (Fig. 6). Secondary antibody controls can be seen in Supplementary Fig. 5.

**Figure 6:**
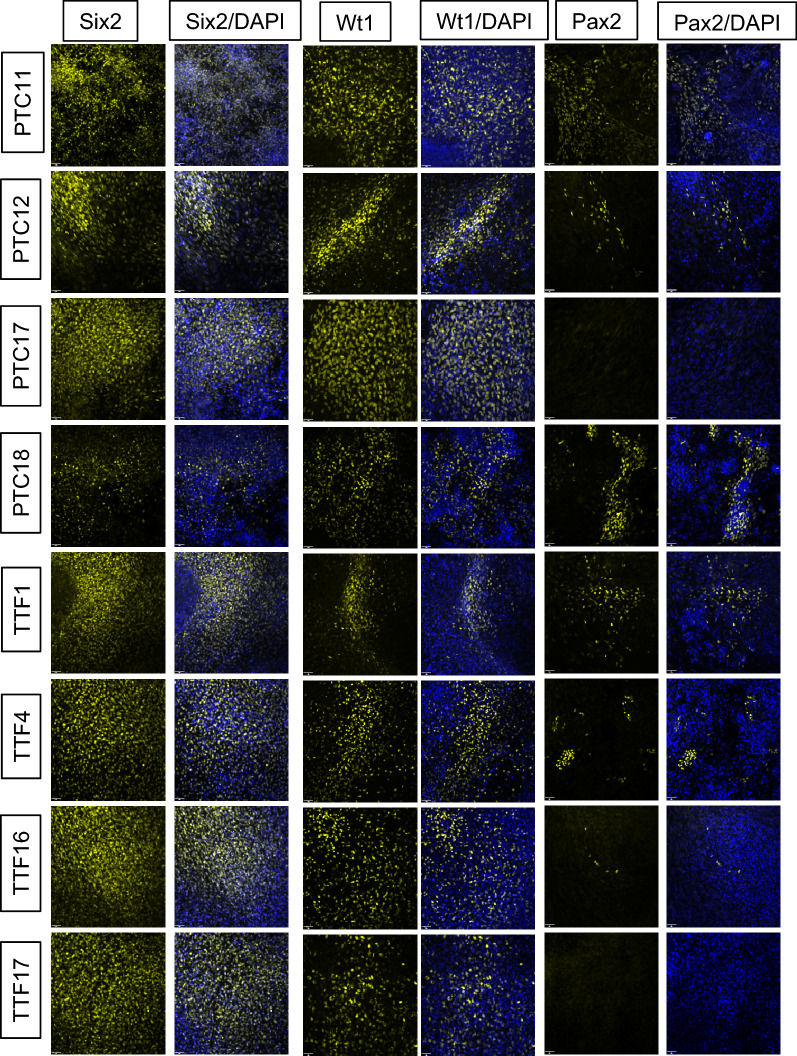
Expression of Six2, Wt1 and Pax2 in proximal tubule cell induced pluripotent stem cells and tail tip fibroblast induced pluripotent stem cells differentiated to renal progenitors. Four PTC iPSC lines and four TTF iPSC lines were differentiated to renal progenitor cells as demonstrated by the presence of the three progenitor cells proteins Six2, Wt1 and Pax2 protein expression. Scale bar = 40 µm.

In order to quantitate gene expression and determine if there is a differentiation bias towards renal progenitor cell in the PYTC iPSC we assessed the expression of 14 genes involved in renal development by RT-qPCR (Fig. 7). We investigated the expression levels of metanephric mesenchyme genes: *Osr1, Cited 1, Six2, Sall1, Wt1, Pax2,* UB genes: *Gata3, Jag1, Hoxb7, cRet* and *Cadherin*, endothelial precursor genes: *CD34* and Stromal genes: *Foxd1* and *Pbx1* in the four PTC iPSC lines and the four TTF iPSC lines when differentiated to renal progenitor cells. Three of the fourteen genes assessed, *Gata3*, *Jag1* and *Pax2*, had significantly higher expression levels in the PTC iPSC group. The remainder were not significantly different. 

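In the undifferentiated lines, H3K4me3 at Jag1 was 4.48 ± 1.20 RPKM (SD, n = 2) for PTC and 5.06 ± 1.36 (SD, n = 2) for TTF, a log2 difference of 0.14 with a standard error of 0.45. Pax2 had 4.11 ± 0.638 RPKM (SD, n = 2) and 4.11 ± 1.02 (SD, n = 2), a log2 difference of -0.01 with a standard error of 0.39. Gata3 had 2.95 RPKM in PTC12, 4.25 in TTF1 and 3.88 in TTF4. The log2 differences in H3K36me3 were -0.07 at Jag1, 0.01 at Pax2 and 0.23 at Gata3, with standard errors of 1.06, 0.98 and 1.07. Centred CpG methylation differed by -0.0838 at Jag1, -0.112 at Pax2 and -0.156 at Gata3, with standard errors from 0.126 at Jag1 to 0.140 at Gata3. These values largely reflect the subtracted mean of TTF4, and on the fractions as deposited the differences were 0.00329, -0.0252 and -0.0687. Each of these differences had a limma adjusted p of 1.00, and at all of these genes the standard error was of the size of the difference or larger, except in methylation at Gata3, where the difference was slightly larger.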

Despite having higher expression levels these three genes did not show any epigenetic differences between the PTC iPSCs or TTF iPSCs lines.

**Figure 7:**
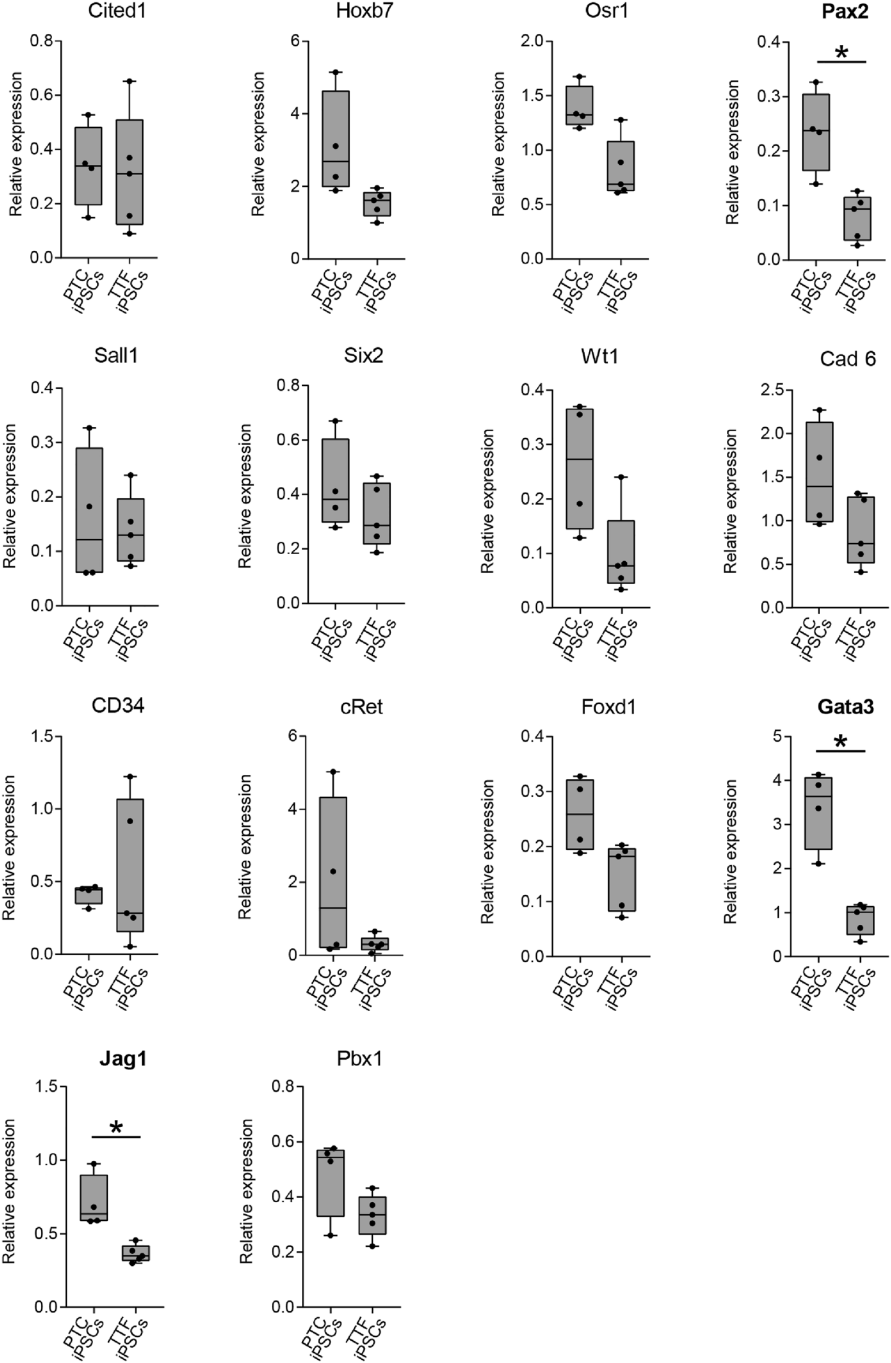
Expression of renal progenitor markers in renal progenitors derived from proximal tubule cell induced pluripotent stem cells (PTC iPSC) compared to renal progenitors derived from tail tip fibroblast induced pluripotent stem cells (TTF iPSC). RT-qPCR shows that Pax2, Gata3 and Jag1 expression are higher in renal progenitors derived from PTC iPSC csmpared to renal progenitors derived from TTF iPSC. Y-axis gene expression is relative to E13.5 mouse embryonic kidney which is set at 1.0. Box and whiskers indicate quartiles and maximum/minimum values respectively, with central line showing the median. Asterisk (*) indicates that expression was significantly different (p < 0.05) from progenitors derived from PTC iPSCs, as determined by *t* test. n = 4 PTC iPSC lines and 4 TTF iPSC lines, 3 replicates per line.

## Discussion

The ability of patient derived cells to undergo reprogramming followed by differentiation to a specific cell or tissue type has great potential for treating disease. Being able to produce patient matched stem cells and therefore patient matched therapeutic cells or organs for transplant resolves a major issue in donor organ/tissue procurement and transplant success. The success of producing differentiated cells from pluripotent cells has been achieved by many labs but the efficiency varies widely. The differentiation frequency can be low and requires enrichment by removal of non-differentiated cells through fluorescent activated cell sorting (FACS), columns or selective medium that supports only the target cells. Epigenetic memory offers a way to increase the efficiency of differentiation. We are interested in developing cell based therapies for kidney disease and since renal cells can be isolated from the urine, determining the epigenetic memory status of renal cells has important clinical applications.

There are multiple explanations given for the epigenetic differences observed between different iPSC lines, such as donor genome differences, reprogramming methods, incomplete reprogramming, and cell of origin differences. During embryo development, adequate control of the DNA methylation pattern is critical to ensure normal fetal development^29^. Conversely, removal of the adult methylation pattern during somatic cell reprogramming is also crucial to ensure pluripotency is achieved. With epigenetic data available on hundreds of iPSC and human embryonic stem cells (ESC) lines, a comparison revealed there is a large common gene set observed between iPSC and ESC^30,31^. But when individual iPSC lines were compared to each other they did demonstrate differences. Importantly, studies revealed that even with seemingly fully reprogrammed lines there were ‘cell of origin’ differences observed at the epigenetic level that could influence the differentiation capacity of the iPSC lines. Experimental variables can also account for epigenetic differences between cell lines, so in order to determine if there is epigenetic memory in renal cells while controlling for as many technical variables as possible we developed a quadruple transgenic mouse in order to determine if there is epigenetic memory in renal cells. Understanding the impact that genetic and epigenetic differences could have on reprogramming and differentiation is important for determining the feasibility of using iPSCs for clinical therapies.

Epigenetic variability due to cell of origin is referred to as epigenetic memory and is defined as epigenetic patterns unique to the cell of origin that can bias differentiation of the resultant iPSC towards the cell of origin. The investigation of epigenetic memory by multiple labs and its impact on the differentiation capacity of the iPSC line has produced mixed results depending on the tissue being investigated suggesting that epigenetic memory may not be universal for all cells. Heslop et al.^32^, using human hepatocytes, found there was no epigenetic memory, while Bar-Nur et al.^5^ using human islets showed epigenetic memory in early passage iPSC lines. One group using isogenic fetal tissue to make iPSC lines and then comparing the DNA methylation patterns to the original human fetal tissue, determined that only one of six tissues investigated, brain tissue, demonstrated evidence of epigenetic memory^33^. In another study comparing isogenic embryonic stem cells, iPSCs and somatic cells (fibroblasts, retinal pigment epithelium and neural cells) derived from the pluripotent lines, Shutova et al. could not detect any epigenetic memory as defined by similar methylation patterns of CpGs in the somatic cells and the derived iPSC lines. Similar to our results they observed a small number differentially expressed genes indicative of somatic memory but this did not correlate with CpG methylation sites. The disconnect between gene expression and epigenetic regulation was not explained but they did observe that iPSC lines can carry a somatic cell signature of a previous ‘general’ differentiation state but the somatic signature is not specific to the cell of origin^34^.

Focusing on reprogrammed mouse proximal tubule cells (PTC) and tail tip fibroblast (TTF) from a reprogrammable mouse helped to reduce the influence of individual donor genetic diversity and reprogramming methodologies on iPSC differentiation. The reprogrammable mouse/secondary reprogramming system is a system in which the mice have copies of drug-inducible reprogramming factors inserted into the genome. Hence, all cells isolated from the reprogrammable mouse have the same copies of reprogramming genes inserted into the same location in the genome. This is important when evaluating differences between iPSC lines as transgene dose and genome location could affect the type of iPSCs generated and their differentiation propensity^35^.

The quadruple transgenic mouse model also allowed us to fluorescently mark mature PTC. It was important for us to fluorescently label PTC because primary PTC grown on conventional 2D cultures have a tendency to de-differentiate and lose renal marker expression, making them difficult to identify in culture^36^. Proximal tubule cells isolated from the SLC34a1-GCE; tdTomato; rtTAROSA (neo-in); OKMS-250 mice have three fluorescent reporters: green fluorescence from the Cre recombinase, tdTomato, and mCherry from the OKMS transgene. As described in the methods, we sorted for PTC using FACS. The FACS purified PTC were then cultured in DOX to initiate reprogramming to iPSC. TTF cells were transfected with exogenous Cre recombinase because they do not express SLC34a1-GCE. We used a non-integrating episomal Cre recombinase, which ensured that genes outside of the loxP-flanked regions were not altered during Cre-mediated recombination. We chose TTF as our control cells because they are easy to isolate and are well studied as fibroblasts are commonly used in primary and secondary reprogramming studies^1,37–39^.

In our study we did not observe higher renal gene expression in the PTC iPSCs compared to the TTF iPSCs. The gene expression patterns of the TTF iPSCs and the PTC iPSCs were similar indicating that there was no difference between the iPSC lines. Since epigenetic memory can be observed in DNA methylation patterns and histone modification patterns that have some similarity to the cell of origin we investigated the global DNA methylation and histone modifications, including repression, activating and poised markers. Our data revealed no differences due to cell of origin. Close examination of histone modifications of a sub group of renal genes gave the same result.

Interestingly, upon differentiation of the TTF iPSC lines and PTC iPSC lines to renal progenitor cells we did observe that the kidney progenitors derived from PTC iPSCs expressed higher levels of kidney progenitor genes *Pax2, Gata3* and *Jag1* compared to the TTF-derived iPSCs. Since there were no epigenetic differences between the PTC iPSCs and TTF iPSCs the data indicates that higher renal gene expression in PTC-iPSCs derived renal progenitor cells is not due to epigenetic memory and other mechanisms may be in play.

Preferential differentiation of iPSCs based on cell of origin studies have revealed that the basis for the differentiation bias can be due to different mechanisms. We saw no epigenetic differences in the undifferentiated iPSC lines but did observe unequal gene expression for three genes during differentiation. Polo et al.^8^ showed that there were residual cell-specific gene expression of mature genes in the undifferentiated iPSCs they were investigating (muscle versus granulocytes) and found that when they interrogated gene activating histone acetylation marks at the promoter regions for granulocyte genes, *Lysozyme and Gr-1* and muscle genes, *Cxcr4, Itgb1*, they observed differences that could account for genes expression differences in the iPSCs indicating a cell of origin memory. Furthermore, they found that the largest differences observed were for histone modifications and not DNA methylation and the differences were due to cell of origin and not donor differences. In contrast, in our study we observed differences in DNA methylation around the promoter sites between individual iPSC lines regardless of cell of origin.

Our data, within the context of other studies, indicates that epigenetic memory is not universal and maybe cell specific. Secondary reprogrammable systems used in this study and Polo et al., along with the ability to confirm the cell being reprogrammed through genetic reporters, helps to remove technical variables that could result in observable differentiation and gene expression bias.

In this study we controlled for many confounding factors and demonstrated that the DNA and histone methylation patterns are not statistically different for inter and intra line comparisons. Despite observing that three renal specific genes were upregulated in the renal progenitors differentiated from the PTC lines compared to the TTF lines, our data concludes that epigenetic memory is not the source of the possible bias in differentiation.

## Supplementary Information

Supplementary Figures.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

## Data Availability

Long-read DNA sequencing and ChIP-seq datasets generated in this study Bam and BIGWIG files are available on the GEO public database under accession number GSE195511 and can be accessed at the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195511. To access it, the webpage requires the following secure token: cdunaokebfsbtct. Supplementary Tables 1–4 are available in the found in the Figshare data base: 10.6084/m9.figshare.20368902.

# Supplementary material for: Determining epigenetic memory in kidney proximal tubule cell derived induced pluripotent stem cells using a quadruple transgenic reprogrammable mouse
**Source:** Sci Rep. 2022 Nov 25;12:20340. doi: 10.1038/s41598-022-24581-z
**Supplement:** Supplementary file 1 — Supplementary Figures.

Supplementary Figure 1

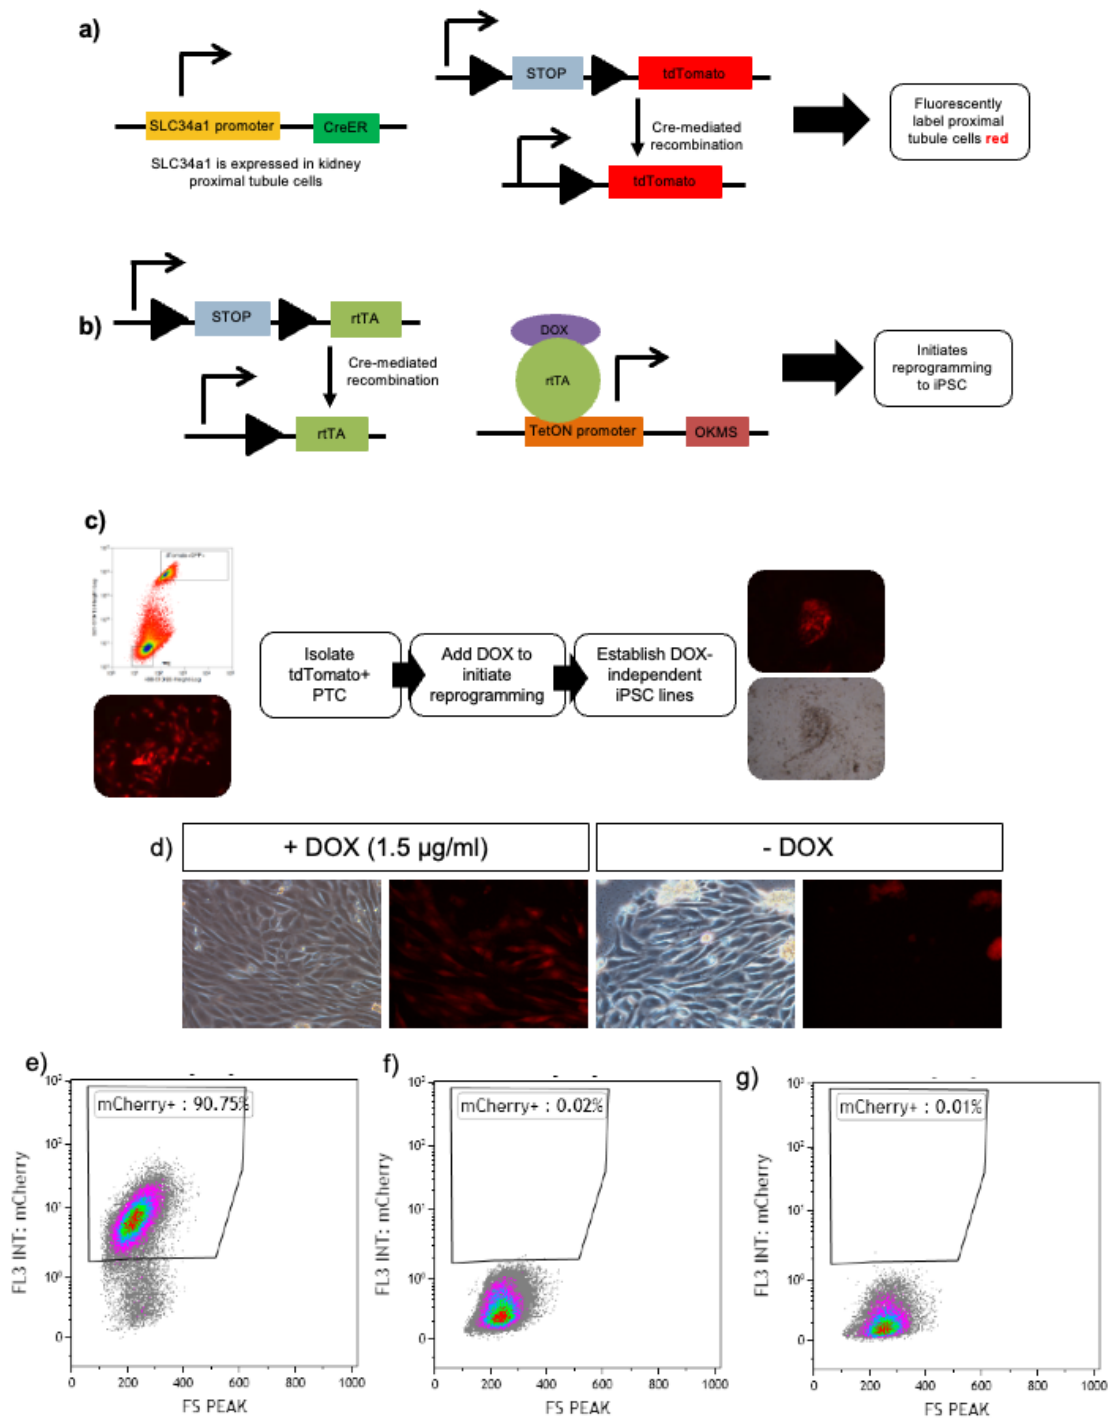

**Supplementary Figure 1: Reprogramming proximal tubule cells from SLC34a1-GCE; tdTomato; rtTAROSA (neo-in); OKMS-250 to induced pluripotent stem cells (iPSC). a)**

The expression of Cre recombinase is under the control of the SLC34a1 promoter, which is active in mature proximal tubule cells. The Cre recombinase-mediated excision of the loxP-flanked STOP sequence allows the expression of mCherry. **b)** Cre recombinase-mediated excision also allows for the expression of rtTA. In the presence of rtTA and DOX, the TetON promoter is activated, driving the expression of the reprogramming factors (Oct4, Klf4, Myc, and Sox2). **c)** tdTomato<sup>+</sup> proximal tubule cells were sorted using fluorescence activated cell sorting (FACS). Once isolated they were reprogrammed to induced pluripotent stem cells (iPSC) by the addition of doxycycline (DOX). **d)** Cells from the rtTAROSA (neo-in); OKMS-250 mouse cells prior to breeding with the SLC34a1-GCE; tdTomato mice were tested to determine if mCherry expression only occurred upon DOX induction. Fluorescent images demonstrate mCherry appears only in the DOX treated cells. Flow cytometry further confirms that mCherry is present in **(e)** cells treated with DOX and absent in **(f)** untreated cells and **(g)** wildtype cells.

Supplementary Figure 2

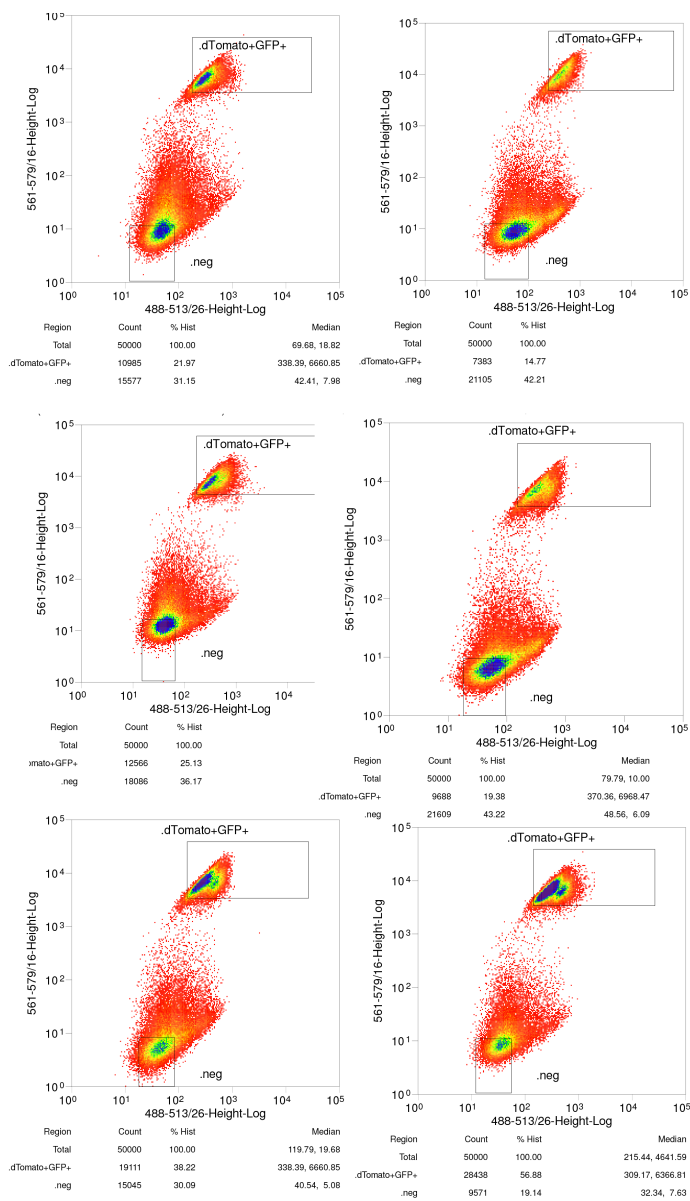

**Supplementary Figure 2: Isolation of GFP+/tdTomato+ cells**  
GFP+/tdTomato+ proximal tubule cells isolated from the quadruple transgenic mouse: 29% range 15-56% n=6

Supplementary Figure 3

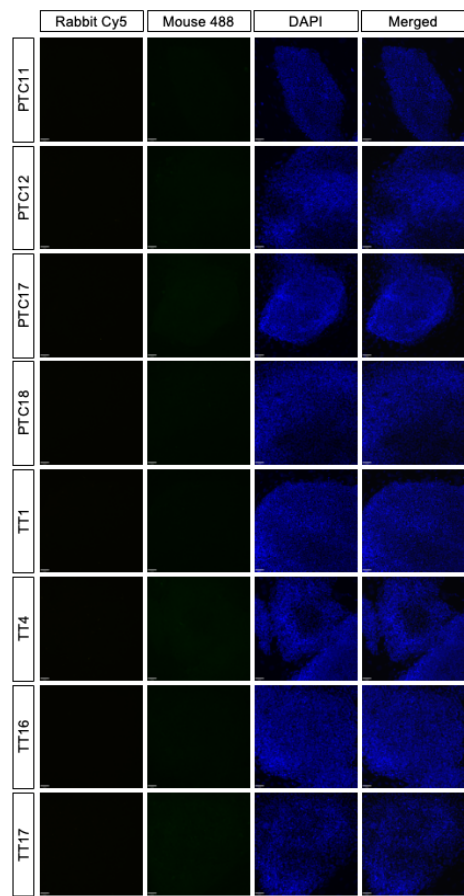

**Supplementary Figure 3: Secondary antibody controls for undifferentiated proximal tubule cell induced pluripotent stem cells (PTC iPSC) and tail tip fibroblast (TTF) iPSC.** Immunocytochemistry shows that secondary antibodies do not bind non-specifically to undifferentiated PTC iPSC. Scale bar = 40  $\mu$ m.

Supplementary Figure 4

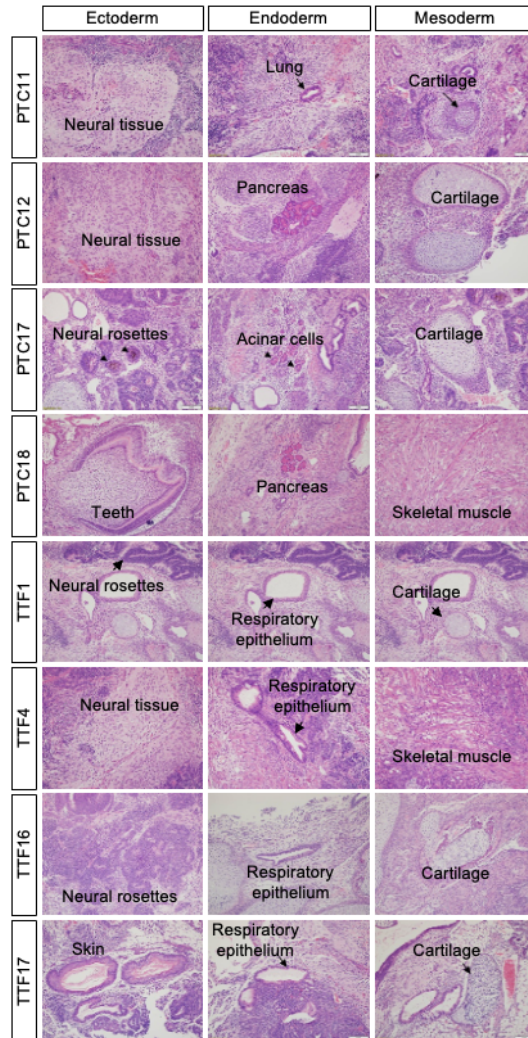

**Supplementary Figure 4: Proximal tubule cell induced pluripotent stem cell (PTC iPSC) and tail tip fibroblast (TTF) iPSC form teratomas in immunocompromised NOD/SCID mice.** Hematoxylin and eosin (H&E) staining reveals that PTC iPSC and TTF iPSC injected into NOD/SCID mice give rise to teratomas containing tissues from all three germ layers. Images were taken with a 20x objective.

Supplementary Figure 5

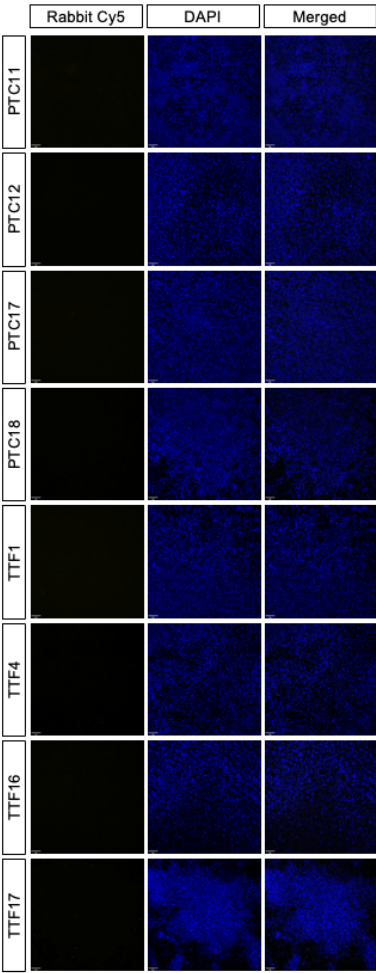

**Supplementary Figure 5: Secondary antibody controls for proximal tubule cell induced pluripotent stem cells (PTC iPSC) and tail tip fibroblast (TTF) iPSC differentiated to kidney progenitor cells.** Immunocytochemistry shows that secondary antibodies do not bind non-specifically to undifferentiated PTC iPSC. Scale bar = 40  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

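The samples were iPSC lines from proximal tubule cells (PTC11 and PTC12) and tail tip fibroblasts (TTF1 and TTF4), with 16 libraries in 4 assays: H3K4me3, H3K36me3, H3K27me3 and CpG methylation by nanopore sequencing. Every column of per-sample values was used. Origin and line were taken from the sample labels, the names in Fig. 5 and Supplementary Table 1. Both PTC libraries of H3K27me3 were treated as line PTC11, which is what the labels and Supplementary Table 1 give, so H3K27me3 was not tested.

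The histone values are RPKM that the authors deposited per gene and library. The authors aligned reads to mm10, called peaks in each library against input, counted reads in the peaks, subtracted the input RPKM, and averaged the peaks at the TSS (H3K4me3, H3K27me3) or over the gene body (H3K36me3). By the methods peaks at or below 0 were left out, yet the tables list some genes at 0, such as 193 genes for H3K4me3 in PTC11, and these were kept as values. A gene without a retained peak has no value, so which genes can be compared depends on peak calling in each library. The methylation values are the fraction of methylated CpGs that the authors deposited per gene, averaged over sliding windows around the TSS and not yet centred. Neither table gives reads or coverage. The methods state 1 number of sequenced reads for all ChIP-seq samples, but the RPKM are differences from input averaged over peaks, so that mapped reads cannot be recovered. Precision was therefore taken from the spread between the 2 lines of each origin.

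Genes with a value in all 4 lines were compared. Gene set means followed the paper: the per-gene mean of the lines of an origin, on RPKM as deposited or on fractions minus the mean of the line, in Tukey's honest significant difference test over 36 groups (all genes and 17 gene sets, PTC and TTF each). That test takes genes as units, so the mean of each line was given beside it with an exact permutation test over lines, whose smallest two-sided p is 0.33. Single genes were tested with limma (version 3.58.1 in R 4.3.3; lmFit, and eBayes with a trend) on log2(RPKM + 1) or the centred fraction, with Benjamini-Hochberg adjustment over all genes and, for the 9 kidney genes of Fig. 5, over those alone. The pairs of lines in the replicate block came from the legend of Fig. 5, since the line numbers are not shared between origins. Some genes had no spread between the lines of an origin, such as genes listed at 0 in every line, and limma offset their variance away from 0. Resemblance between lines was described by Spearman correlations across genes and by the share of variance in each of the 3 splits of the lines into pairs. Gene lists were compared with 10000 random lists matched on mean level in 20 bins, drawn with seed 7. Lists of proximal tubule, fibroblast and imprinted genes were written before the values were seen.

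Genes named in the text were set by rule: the 9 kidney genes of Fig. 5, pluripotency and other renal genes that the paper names, listed imprinted genes, and in each assay the 3 largest rises and 3 largest falls among genes with a limma adjusted p under 0.05 whose TTF lines both lay on the same side of both PTC lines. Gm10800 and the other genes of repeated sequence were chosen after their values were seen. Peg3 belongs to the list of imprinted genes. Coordinates are on mm10, with annotation from GENCODE. CpGs within 1000 bp of each TSS and copies of 24-mers in the genome were counted in the reference sequence.

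The limma step was tested on simulated data with 200 changed genes per assay. Each gene had the same spread, with independent noise, so that differences in spread between genes and shifts of whole libraries were not simulated. At the median spread of the real lines it recovered 97% of them in H3K4me3 with 16 false calls among 13709 genes, 5.5% in H3K36me3 with 0 among 17039, and 52% in methylation with 3 among 50657. At a tight spread it recovered 100% in each assay, with 10, 9 and 11 false calls. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

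The alternatives varied the treatment of genes without a value, quantile normalization, the scale and pseudocount, filters on low and high RPKM, repeated list members, centring, chromosomes X and Y, the replicate block, the variance trend, the threshold, matching of random lists, and each line left out in turn. Differences in mean on a log scale were not set beside the paper's, which are on the RPKM or fraction scale. Tukey adjusted p values on a log scale were. Read-level profiles such as those of Fig. 5, the embryonic stem cell gene set of Fig. 4, and the RNA, protein and differentiation experiments were not analysed here.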

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

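The thresholds below and the screens for chromosomes and repeated genes were set after the values were seen. The test of repeated sequence was also chosen only after its result was seen, as was the count of imprinted genes over the departure, while the tests on chromosomes 8 and 10 and on the median of the imprinted genes were chosen before theirs. No condition in the design gives a biological explanation for differences between single lines, and none was tested apart from those named.

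The paper does not discuss Gm10800, a gene on chromosome 2 from 98666547 to 98667301. Its H3K4me3 was 19258 RPKM in TTF4 and 8562 RPKM in PTC11, while PTC12 and TTF1 are listed at 0. The gene alone held 27.2% of the summed RPKM of genes with a value in all lines in TTF4 and 14.3% in PTC11. Without it the SD across genes fell from 164 to 1.65 RPKM in TTF4. Of its 24-mers, 81.0% have more than 1 copy in the genome, against 4.25% for Pou5f1. A candidate explanation is therefore signal from repeated sequence that a few annotated copies collect. That leaves open why PTC12 and TTF1 are listed at 0, which input subtraction could produce but which was not tested.

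Each histone mark was scaled by quantile normalization and each gene compared with its median over the 4 lines. In the 80 combinations of line and chromosome, 4 departed from 0 in the same direction in both marks by more than 3 times the median absolute deviation. A stricter multiple, tried first, would keep only chromosome 10 of TTF4 and chromosome 8 of PTC11. On chromosome 10 of TTF4 the median was 0.229 in H3K4me3 (685 genes) and 0.0964 in H3K36me3 (837 genes), on the log2(RPKM + 1) scale. Chromosome 8 of PTC11 had 0.0769 (791 genes) and 0.0632 (920 genes). The other combinations were smaller, chromosome 12 of PTC11 at -0.0356 and -0.0247, and chromosome X of PTC12 at -0.0593 and -0.0215. That order depended on the scaling. With scaling by the library median, chromosome X of PTC12 had -0.121 and -0.111, beyond chromosome 8 of PTC11 (0.0727 and 0.0419). Chromosome 10 of TTF4 then had 0.196 and 0.130, and chromosome 12 of PTC11 -0.0288 and -0.00711. Chromosome X of PTC11, not among the 4, then had 0.208 and 0.134, the largest rise in each mark. Under quantile normalization it had 0.163 in H3K4me3 but only 0.0122 in H3K36me3. It was not put through the comparisons below. If a few genes or one region carried the rises, few stretches of the chromosome would show them, but on both chromosome 10 and chromosome 8 the median was above 0 in 100% of the 13 bins of 10 Mb, in both marks. If the level or CpG number of the genes were the reason, the rise would vanish against genes of other chromosomes of the same level and CpG number, but it stayed at 0.244 in H3K4me3 and 0.0941 in H3K36me3 for chromosome 10, and at 0.0962 and 0.0729 for chromosome 8. In the same comparisons chromosome 12 of PTC11 was above 0 in 16.7% and 25% of the bins and stayed at -0.0286 and -0.0152 against matched genes, and chromosome X of PTC12 was above 0 in 7.69% and 25% of the bins and stayed at -0.0546 and -0.0172. For the rises on chromosomes 10 and 8, a hypothesis that remains is an extra copy of either in part or all of the cells. It may be checked by karyotype or by the reads of the input libraries, not analysed here. An effect of library preparation limited to a chromosome was not tested.

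Imprinted genes carry methylation on 1 parental copy, and a promoter that covers the region so marked can show whether a line lost or gained it. Whether the windows used here cover such regions was not checked. The window of Snrpn holds only 8 CpGs, against 78 at Kcnq1ot1, 75 at Airn and 108 at Gnas, so its fraction may say nothing of the imprint. Of 29 listed genes with a value, 5 departed in a line by more than 0.5 from the median of the other lines. In TTF4 the fraction was 0.948 at Kcnq1ot1 (other lines, median 0.229), 0.936 at Snrpn (0.386), 0.882 at Airn (0.336) and 0.5997 at Gnas (0.0958). In PTC12 it was 0.809 at Usp29 (0.305). Higher methylation of TTF4 at all promoters is a candidate explanation for the list: random lists matched on the mean of the other lines had a median of 5 genes over the same departure in TTF4, and the 4 imprinted genes lay at the 35.5th percentile. The median excess of TTF4 at all listed genes, 0.227, lay at the 17.5th percentile, where random lists had a median of 0.263. These tests concern the list and not any of the 4 genes alone. Coverage is unknown, and no test was run for Usp29.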

How the results depend on the processing

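The alternatives were set before the data were examined, except 1: taking, for each origin, the genes with a value in both of its lines, which was chosen after seeing the data. Over 30 main results, 108 of 155 comparisons with an alternative, apart from those leaving out a line, kept their direction and their side of the threshold or, for counts, stayed within 1.5 times. Some of the 108 are counts that stayed at 0, such as the kidney genes of Fig. 5 past the limma threshold. Such counts say little about stability.

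For mean differences, quantile normalization reversed all genes in H3K4me3 (-8.8e-06 RPKM) and kidney-associated genes in H3K36me3 (0.0491) and in methylation (0.00997), and took all genes in H3K36me3 to -7.21e-05, no longer past the threshold. Differences of all genes near 0 follow from that step itself. On log2(RPKM + 1), all genes in H3K4me3 (0.0461) and kidney-associated genes in H3K36me3 (-0.13) passed the threshold. With genes above 10 RPKM left out, the former did as well (0.222). Averaging over the lines with a value took all genes in H3K36me3 below the threshold (-0.109). Methylation as deposited reversed all genes (0.0871) and kidney-associated genes (0.0711). The difference of all genes in centred methylation, fixed near 0 by centring, also changed sign without chromosomes X and Y (4.55e-05) and with genes valued in both lines of an origin (0.000258). The count of gene sets past the threshold, 0 in each assay, rose for H3K36me3 to 12 on the log2 scale and 6 with genes above 10 RPKM left out, and for methylation to 5 without centring and 4 with repeated members counted. The cause was not tested. Tukey's test takes genes as units, and with each line left out in turn the all-gene difference in H3K36me3 ran from -1.91 to 1.18 RPKM, so that its sign depended on which line was left out. The differences of kidney-associated genes changed sign in the same way in each assay, from -0.737 to 1.16 RPKM in H3K4me3, -1.75 to 1.32 in H3K36me3 and -0.0593 to 0.0274 in methylation, as did all genes in methylation (-0.000243 to 0.000184), while all genes in H3K4me3 ran from 0.0791 to 1.14.

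The counts of genes with a limma adjusted p under 0.05 (66 in H3K4me3, 19 in H3K36me3, 2 in methylation) moved most. Both histone counts fell to 0 without the trend, with quantile normalization, with a mean of at least 1 RPKM, and with missing values set to 0, and rose to 102 and 44 with a pseudocount of 0.1. At an unadjusted p under 0.05 there were 3 and 4 genes without the trend, and 317 and 502 with quantile normalization. Methylation gave 1 gene without the trend, 0 with quantile normalization, without centring or on the log2 ratio of methylated to unmethylated fraction, 9 without chromosomes X and Y, and 15 at an adjusted p under 0.10. At an unadjusted p under 0.05, methylation had 2438, 1006 and 2006 genes in the settings with 0. The replicate block of PTC11 with TTF1 gave 34, 167 (19 higher and 148 lower in TTF) and 24 genes, and the crossed block 2, 0 (65 at an unadjusted p under 0.05) and 24. The pairs of the former rest on likeness in H3K36me3 of these same lines, so the 167 calls are no independent evidence of an effect of origin. Deviations of those paired lines correlated at -0.419 in H3K4me3, so that the crossed pairs are the ones that deviate together there, at 0.470 in H3K36me3 and at 0.115 in methylation. The median gene of H3K36me3 was lower in TTF by -0.14 log2 units as deposited and at 0.01 after quantile normalization. None of the kidney genes tested passed under the alternatives that were run, which covered all 9 genes in H3K36me3 and methylation and 6 in H3K4me3, or 9 with missing values set to 0. Leaving out a line was not run for limma, since it leaves an origin with 1 line.

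The correlation contrast in methylation, 0.00736, turned to -0.000279 with Pearson's coefficient and to -0.000449 for kidney-associated genes. Its share of variance by origin rose from 0.318 to 0.343 with quantile normalization, crossing 1 in 3. Of the kidney genes, H3K36me3 differences changed sign at Itga8 (0.0297) and Jag1 (0.00884) with quantile normalization and at Pax2 (-0.00274) with a pseudocount of 0.1, and methylation at Jag1 (0.0065 with quantile normalization, 0.00329 without centring) and Six2 (0.00461 with quantile normalization).

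Percentiles among random lists shifted for kidney-associated genes. In H3K36me3 they were 95.25 with the mean of the list, 91.7 with quantile normalization, and 42.0 to 99.9 with each line left out. In methylation they were 0.01 without matching, 55.6 with the mean, and 8.045 to 77.7 with each line left out. In H3K4me3 leaving out a line gave 41.5 to 83.5 for kidney-associated genes and 25.9 to 65.2 for proximal tubule markers, which reached 50.7 with quantile normalization. For H3K36me3 it gave 23.1 to 96.05 at proximal tubule markers and 23.1 to 91.5 at fibroblast markers, which were at 65.6 with the mean. Methylation gave 63.9 to 81.3 at proximal tubule markers. With a line left out, the range was thus widest in H3K36me3 for both marker lists and in methylation for kidney-associated genes.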

Differences from the paper's values

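The Tukey adjusted p for H3K36me3 over all genes was 1.2e-09, and the paper's value in Supplementary Table 4 is 0.950878. With each gene averaged over the lines with a value it was 0.244, on the same side of 0.05 as the paper's but over 1.5 times from it. The difference in mean was then -0.109 RPKM, against the paper's -0.0815 and -0.363 in the main setting, and the largest gap to the paper over the 18 differences was 0.0628, against 0.282. Quantile normalization gave a p of 1, within 1.5 times of the paper's, but that step makes the means over all genes equal, so that its p is fixed in advance. The adjusted p was 1.3e-11 with genes without a value set to 0, 6.7e-13 on log2(RPKM + 1) and 1.0e-11 without genes above 10 RPKM, which did not close the gap. It was 3.8e-05 with genes that had a value in both lines of an origin, a setting chosen after seeing the values, which did not close it either.

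For CpG methylation over all genes the difference in mean was -2.93e-05, and the paper's is 0.000258, of the opposite sign. Centring fixes this difference near 0, so that its sign carries little information, and both values have an adjusted p of 1. The paper's sign was met without chromosomes X and Y (4.55e-05) and not with each gene averaged over the lines with a value (-0.000249) or with quantile normalization (-0.000131), but all of these lie within the interval of the paper's value. Without centring the difference was 0.0871, outside it. With genes that had a value in both lines of an origin, taken for each origin separately, a setting chosen after seeing the values, it was 0.000258. Under that setting 8 of the 18 methylation differences of Supplementary Table 4 were equal to 5 decimals, against 2 in the main setting.

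The paper describes H3K36me3 at Jag1 and Gata3 as higher in PTC11 and TTF1, and the legend of Fig. 5 gives the same order of lines without naming genes. In the deposited RPKM these lines were the lower ones, at 1.95 and 1.33 against 3.72 and 4.42 at Jag1, and at 1.51 and 1.50 against 3.66 and 5.44 at Gata3. The measures are unlike: Fig. 5 draws read coverage along the locus, while the deposited value is the mean RPKM of called peaks after subtracting input. Their order of lines can therefore differ without either being wrong, and read coverage was not analysed here. After quantile normalization PTC11 and TTF1 were both higher at 3 of the 9 kidney genes (Itga8, Jag1 and Pax2), and their mean was higher at Jag1 by 0.17 on the log2 scale and lower at Gata3 (-0.04).

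The paper describes methylation around the TSS of Pax2 as low in PTC12 compared with the other lines. As deposited, PTC12 had the highest fraction, 0.101 against 0.0442 to 0.0500. After centring it was -0.381 in PTC12, below PTC11 and TTF1 (-0.328 and -0.334) and above TTF4 (-0.599).

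The paper finds no marked differences in methylation at Adamts16 and Agtr1a between lines. The deposited fractions ran from 0.282 in PTC11 to 0.782 in TTF4 at Adamts16 and from 0.134 in PTC11 to 0.525 in TTF1 at Agtr1a.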

Other observations

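The tests on low RPKM, on chromosome X and on the kidney genes with lower methylation in PTC lines were chosen only after their results were seen.

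Most limma calls in the histone marks sat at genes with very low RPKM. Of the H3K4me3 calls 75.8% had a mean under 1 RPKM, against 1.26% of the genes tested. This share describes the calls and cannot tell whether the variance trend at values near 0 produced them. The calls did depend on the trend: without it 0 genes passed in either mark, with 3 genes in H3K4me3 and 4 in H3K36me3 at an unadjusted p under 0.05.

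The mean of centred methylation was lower in TTF than in PTC in all 17 gene sets, in the paper's table as well. Of the TTF lines only TTF4 gave this direction: it lay below both PTC lines in all 17 sets, while TTF1 lay above the PTC mean in all 17. Without TTF4 the difference of kidney-associated genes was 0.0274. It was also above 0 without PTC11 (0.00647), and stayed below 0 without PTC12 (-0.0384) or TTF1 (-0.0593). Centring lines whose methylation differs unequally between promoters is a candidate explanation. Among random lists matched on mean level, 1 of the 17 sets passed the percentile threshold (forebrain, at 0.59), but 16 of the 17 lay below the 50th percentile, so that matching on level did not remove the whole shift. The sets share genes. The direction depended on how the level of the lines was removed: without centring all 17 sets were higher in TTF (0.0711 for kidney-associated genes), and with quantile normalization 6 were lower and 11 higher. On the log2 ratio of methylated to unmethylated fraction, again centred, all 17 were lower. Matched on CpG number instead, 4 sets passed, so that CpG number alone leaves the matter open.

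By share of variance, the largest split of the lines crossed the origins in both histone marks, although by rank correlation PTC11 was closest to PTC12 in H3K36me3 (0.406) and TTF4 to TTF1 in H3K4me3 (0.473). If the level of each library as a whole were the reason, quantile normalization would remove this split. After it, PTC11 with TTF1 still took 46.6% of the variance between lines in H3K36me3 and PTC11 with TTF4 47.3% in H3K4me3, the largest of the 3 splits in each case, down from 88.1% and 80.4%. The level of the library may explain part of the split and not all of it. Sequencing batches are not named in the paper's text, and a batch was not tested. At Jag1, H3K36me3 of PTC11 and TTF1 relative to the other lines went from -0.95 to 0.17 after that step, so that the deposited gap there may reflect the level of each library.

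Both PTC lines lay below both TTF lines in methylation at Adamts16, Itga8, Agtr1a and Eya1. Higher methylation of TTF4 at all promoters was weighed as an explanation. After centring 3 of the 9 genes kept this order and Eya1 lost it. At Agtr1a the order was then narrow, with -0.215 in TTF4 against -0.238 in PTC11 and -0.237 in PTC12. The level of TTF4 bears only on the place of TTF4 in this order. It does not cover TTF1, which lay above both PTC lines at these 3 genes, at 0.781 (Adamts16), 0.237 (Itga8) and 0.525 (Agtr1a), while its mean over all genes, 0.379, was near that of PTC11 (0.372) and below that of PTC12 (0.482). The genes were picked for this order, so it is no evidence of an effect of origin either. The order by chance has a share of 16.7% per gene, none passed adjustment (the smallest adjusted p over the 9 genes was 0.219, from limma), and these genes were noted after their values were seen.

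A second X chromosome is a hypothesis for the lower methylation of lines other than TTF4. H3K4me3 on chromosome X of TTF4, at 0.0107 relative to the median line, was not the lowest of the lines (PTC12 -0.0593, TTF1 -0.0424, PTC11 0.163), which goes against a single X in TTF4 alone. On chromosome Y, methylation had a value at 45 of 1569 listed genes in PTC11, 10 in PTC12, 148 in TTF1 and 152 in TTF4. Both TTF lines thus had more such genes than both PTC lines. H3K4me3 had a value at 2, 17, 10 and 2 of 434 listed genes, and H3K36me3 at 31, 24, 25 and 10. Their medians there lay near the floor, from 0 to 0.409 RPKM in H3K4me3 and from 0 to 0.0239 in H3K36me3. The histone counts therefore cannot speak for or against the order in methylation. The paper's text does not state the sex of the lines, so that a difference of sex between the origins is not excluded.

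In TTF4, Usp29 and Peg3, adjacent imprinted genes on chromosome 7, ran against the general level of the line. Among the other lines PTC12 was highest at both genes, as it was in the mean over all genes (0.482). The fraction at Peg3 was 0.319 in PTC11, 0.804 in PTC12, 0.496 in TTF1 and 0.0679 in TTF4, the line with the highest methylation elsewhere. Fractions at Usp29 were 0.305, 0.809, 0.509 and 0.0539 in the same order.

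Fibroblast marker genes were at the 95.85th percentile of matched random lists in H3K4me3 (13 genes), the 49.2nd in H3K36me3 (21 genes) and the 3.22nd in methylation (29 genes) for the median of TTF minus PTC. Higher H3K4me3 and lower methylation is the direction a trace of the fibroblast origin would give, but none passed the threshold set for these percentiles. With the mean of the list they were 96.8 in H3K4me3 and 15.7 in methylation, and with quantile normalization 95.5 and 6.60. With each line left out in turn they ran from 89.3 to 96.2 in H3K4me3 and from 5.30 to 13.6 in methylation. By line, the percentiles of the list were 24.2 in PTC11, 18.0 in PTC12, 68.2 in TTF1 and 92.9 in TTF4 for H3K4me3, and 89.2, 96.0, 51.0 and 18.0 for methylation. The lines separated by origin in both assays, which 1 in 3 splits gives by chance in each assay.

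Pluripotency genes named by the paper had similar H3K4me3 in both origins, with 4.43 RPKM in PTC and 4.90 in TTF lines at Pou5f1, 5.26 and 5.43 at Dnmt3b, and 4.16 and 3.71 at Lin28a. Methylation at the TSS of Pou5f1 was 0.00756 in PTC11, 0.227 in PTC12, 0.0297 in TTF1 and 0.0786 in TTF4.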
